# Regulators of H3K4 methylation mutated in neurodevelopmental disorders control axon guidance in *Caenorhabditis elegans*

**DOI:** 10.1242/dev.190637

**Published:** 2020-08-07

**Authors:** Steffen Abay-Nørgaard, Benedetta Attianese, Laura Boreggio, Anna Elisabetta Salcini

**Keywords:** Epigenetics, H3K4 methylation, Neuronal development, Axon guidance, Neurodevelopmental disease, *C*. *elegans*

## Abstract

Post-translational histone modifications regulate chromatin compaction and gene expression to control many aspects of development. Mutations in genes encoding regulators of H3K4 methylation are causally associated with neurodevelopmental disorders characterized by intellectual disability and deficits in motor functions. However, it remains unclear how H3K4 methylation influences nervous system development and contributes to the aetiology of disease. Here, we show that the catalytic activity of *set-2*, the *Caenorhabditis elegans* homologue of the H3K4 methyltransferase KMT2F/G (SETD1A/B) genes, controls embryonic transcription of neuronal genes and is required for establishing proper axon guidance, and for neuronal functions related to locomotion and learning. Moreover, we uncover a striking correlation between components of the H3K4 regulatory machinery mutated in neurodevelopmental disorders and the process of axon guidance in *C. elegans*. Thus, our study supports an epigenetic-based model for the aetiology of neurodevelopmental disorders, based on an aberrant axon guidance process originating from deregulated H3K4 methylation.

## Abstract (precis)

**Summary:** Analysis of mutants lacking many known H3K4 regulators reveals the role of H3K4 methylation in *C. elegans* neuronal functions and suggests that aberrant axon guidance is a shared trait in neurodevelopmental diseases.

## INTRODUCTION

The development of the nervous system requires the coordination of several events, including neuronal progenitor self-renewal, cell migration and differentiation along different lineages, directional neurite outgrowth, and synapse formation. During each step, tight transcriptional control of neurodevelopmental genes is crucial, with chromatin factors playing a major regulatory function by controlling chromatin accessibility (Iwase and Martin, 2018). The contribution of chromatin factors to synaptic plasticity, learning and memory testifies to the broad role of epigenetic mechanisms in the formation and functionality of the nervous system (Ma et al., 2010; Guan et al., 2015; Yao et al., 2016; Kim and Kaang, 2017; Gallegos et al., 2018).

The relevance of chromatin factors in nervous system development is highlighted when considering neurodevelopmental disorders, which are conditions characterized by intellectual disability in which social/motor and learning skills are variably affected (De Rubeis et al., 2014; LaSalle et al., 2013; Pinto et al., 2014; Ronan et al., 2013; Iwase et al., 2017; Gabriele et al., 2018). Advances in next-generation sequencing have allowed a thorough analysis of individuals affected by neurodevelopmental disorders, generating valuable insights for inferring the molecular basis of these diseases. Strikingly, chromatin regulators have emerged as the second most-associated category, outside of genes directly involved in synaptic function (De Rubeis et al., 2014; LaSalle et al., 2013; Pinto et al., 2014; Ronan et al., 2013; Iwase et al., 2017; Gabriele et al., 2018). In particular, regulators of histone 3 lysine 4 (H3K4) methylation are well represented among mutated chromatin factors (Vallianatos and Iwase, 2015; Shen et al., 2014). The levels of H3K4 methylation are dynamically regulated by the action of lysine methyltransferases (KMTs), the majority of which belong to the KMT2 family (KMT2A-D or MLL1-4, and KMT2F/G or SETD1A/B), and lysine demethylases (KDMs) of the KDM1 and KDM5 families (Pedersen and Helin, 2010). KMT2 members are the catalytic subunits of COMPASS-like complexes (complex of proteins associated with Set-1) that include WDR5, RBBP5, ASH2L and DPY30 as core components, and are required for optimal catalytic activity of each complex (Qu et al., 2018; Li et al., 2016).

Mutations in KMT2 members have been identified in cases of Wiedemann–Steine syndrome (Sun et al., 2017; Jones et al., 2012), Kleefstra syndrome (Kleefstra et al., 2012) and Kabuki syndrome (Ng et al., 2010), and are associated with schizophrenia, autism and neurodevelopmental disorders (O'Donnell-Luria et al., 2019; Takata et al., 2016, 2014; Singh et al., 2016). KDM1 and KDM5 members have been found to be mutated in autism spectrum disorders (De Rubeis et al., 2014; Adegbola et al., 2008; Iossifov et al., 2014), X-linked mental retardation (Gonçalves et al., 2014; Abidi et al., 2008; Iwase et al., 2007), non-syndromic intellectual disability (Tunovic et al., 2014; Athanasakis et al., 2014) and Kabuki syndrome (Pilotto et al., 2016; Rauch et al., 2012). Finally, PHF8, a H3K4me3 binder (Tsukada et al., 2010; Kleine-Kohlbrecher et al., 2010; Qi et al., 2010), is altered in cases of X-linked retardation (Redin et al., 2014; Koivisto et al., 2007; Abidi et al., 2007; Laumonnier, 2005; Siderius et al., 1999). Taken together, these results strongly suggest that tight control of H3K4 methylation is crucial for brain development and functionality, and that its deregulation is implicated in the pathogenesis of neurodevelopmental disorders. However, the roles of the H3K4 regulatory machinery in key aspects of neuronal development remain poorly characterized. In particular, how H3K4 methylation impacts axon guidance, a process required to direct the axons to their targets and establish functional neuronal circuits, is unknown. Investigation of this process is limited by the complexity of the mammalian nervous system and by the inadequacy of *in vitro* systems to reproduce physiological conditions. Thus, *in vivo* studies in tractable model organisms could help to dissect the role of histone methylation in this highly conserved biological process (McCammon and Sive, 2015).

*Caenorhabditis elegans*, in which the H3K4 methylation machinery is well conserved, is an amenable model system for studying neurodevelopmental mechanisms. Factors such as a well-defined neuronal connectome and a simple body plan make this organism ideal for unveiling the roles of chromatin factors, and to assess the functional relevance of genetic variations observed in neurodevelopment diseases (Nørgaard et al., 2018; Pedersen et al., 2013; Zallen et al., 1998; Boulin et al., 2006; Adler et al., 2006; Pocock and Hobert, 2008; Johnston and Hobert, 2003). In *C. elegans*, the process of axon guidance can be studied by following the trajectory of PVQ axons (PVQs), which run along the entire animal body in a stereotyped manner. Owing to this invariant pattern of development, the PVQs have been used to identify genes and pathways implicated in axon guidance (Chisholm et al., 2016; Mariani et al., 2016; Riveiro et al., 2017). In this study, we directly tested the role of H3K4 methylation in regulating axon guidance by analysing mutant animals lacking the majority of known H3K4 regulators. The results show that H3K4 methylation regulation is strictly required for the establishment of axon trajectories, and that the deposition of methylation on H3K4 is crucial for neuronal functions related to locomotion and learning.

## RESULTS

### Multiple regulators of H3K4 methylation are required for axon guidance

The PVQs are a pair of interneurons located at the posterior region of the animal, with axons projecting anteriorly during mid-embryogenesis along the ventral nerve cord in two distinct and parallel bundles, which are separated by the ventral midline (Fig. 1A). To test the hypothesis that the regulation of H3K4 methylation is relevant in the establishment of proper axon guidance, transgenic animals expressing a GFP reporter in PVQ neuronal cell bodies and axons were crossed with deletion mutants of components of the H3K4 regulatory machinery. Based on H3K4-related functions (Table 1), we included in our analysis alleles for *set-2*, *set-16*, *set-17* and *set-30*, which were previously reported to act as H3K4 methyltransferases (Fisher et al., 2010; Greer et al., 2014, 2010). We also tested mutant alleles for an H3K4 demethylase, *spr-5* (Nottke et al., 2011), and for genes encoding components of the COMPASS-like complexes (Beurton et al., 2019; Li and Kelly, 2011; Vandamme et al., 2012), such as *wdr-5.1*, *rbbp-5* and *ash-2*. Mutants for the H3K4 demethylase *rbr-2* and for the H3K4 binder *jmjd-1.2* were used as positive controls for phenotypic changes (Mariani et al., 2016; Riveiro et al., 2017). Deletion mutants for *set-2*, *set-16*, *spr-5*, *wdr-5.1*, *ash-2* and *rbbp-5* displayed defects in PVQ axon guidance (Fig. 1B), resulting in aberrant midline crossover of the axons often occurring in the posterior part of the body (Fig. 1A). The axonal defects observed in all mutants were noticeably similar in terms of pattern and penetrance. In contrast, we found that deletions of *set-17* and *set-30* did not compromise the PVQ patterning (Fig. 1B). Interestingly, although human homologues of *set-2* (KMT2F/G), *set-16* (KMT2A-D), *spr-5* (KDM1A), *rbr-2* (KDM5A-D), *jmjd-1.2* (PHF8), *ash-2* (ASH2L), *wdr-5.1* (WDR5) and *rbbp-5* (RBBP5) are mutated in neurodevelopmental diseases (Table 1), no alterations have been reported for the homologues of *set-17* and *set-30* (corresponding to PRDM7/9 and KMT3C, respectively), which were previously reported to methylate H3K4 and H3K36 (Hayashi et al., 2005; Eram et al., 2014; Blazer et al., 2016; Brown et al., 2006; Abu-Farha et al., 2008). Thus, our analysis reveals that the majority of H3K4 methylation regulators in *C. elegans* contribute to the establishment of correct axon guidance, indicating that the regulation of H3K4 methylation is crucial in this process. More importantly, these results highlight a striking and previously unknown correlation between genes regulating H3K4 methylation mutated in neurodevelopmental diseases and genes involved in axon guidance in *C. elegans*.

**Fig. 1.**
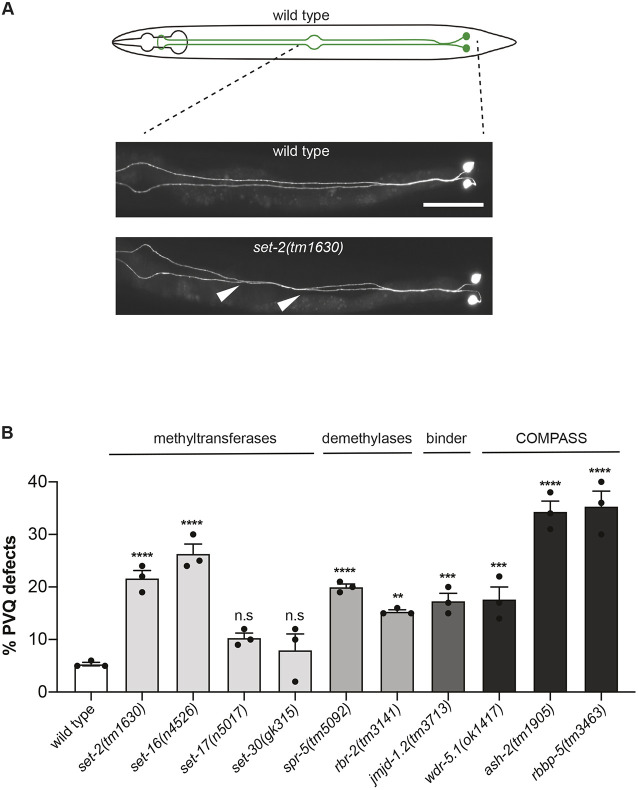
**Loss of H3K4me regulators causes axon guidance defects.** (A) Top: schematic of PVQ neurons in wild type at L4 stage. Bottom: representative image of the posterior section of wild-type and *set-2(tm1630)* L4 worms expressing GFP in PVQ neurons (transgene *oyIs14*). White arrowheads indicate the most common defect observed in mutant animals, in which the left PVQ neuron defasciculates and erroneously migrates to the contralateral side of the ventral nerve cord and back again. (B) Quantification of PVQ defects at L4 stage in wild type and in mutants of genes involved in H3K4me regulation. Mutants for *rbr-2*, a H3K4 demethylase, and *jmjd-1.2*, a H3K4me3 binder, previously reported to exhibit axon guidance defects (Mariani et al., 2016; Riveiro et al., 2017), were used as positive controls. All the alleles used carry large deletions and are most likely null mutants. The *set-16(n4526)* mutant was scored at L1 stage due to larval lethality. *n*>150 for all strains, except for *set-16(n4526)*, *n*=56. Statistical significance testing used one-way ANOVA (Tukey's multiple comparison test). **P<0.005, ***P<0.0005, ****P<0.0001, n.s., not significant compared with wild type. Black dots represent independent scorings. Data are mean±s.e.m. Scale bar: 50 µm.

**Table 1.**
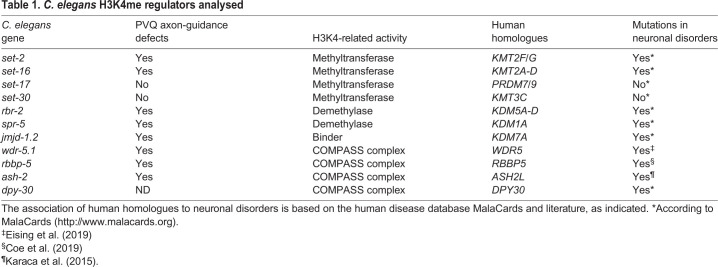
***C. elegans* H3K4me regulators analysed**

### SET-2 controls axon guidance of a subset of neurons

To gain insight into the molecular mechanisms underlying the axonal defects observed in H3K4 regulator mutants, we characterized the role of *set-2* in detail. *set-2* is homologous to KMT2F/G (also called SETD1a/b), which has essential roles during early mouse embryogenesis (Bledau et al., 2014). In humans, a role for KMT2F/G mutations in neurodevelopmental disorders has been recently suggested by the identification of variants in KMT2F and KMT2G in individuals with intellectual disability, autism, epilepsy and schizophrenia (O'Donnell-Luria et al., 2019; Singh et al., 2016; Hiraide et al., 2018). SET-2 is considered the major methyltransferase for H3K4 in *C. elegans* (Xiao et al., 2011), but its role in neuronal development has not been investigated. The *set-2(tm1630)* and *set-2(n4589)* alleles carry large deletions at the 5′ end of the gene, including the start codon (Fig. 2A), and show similar defective axon guidance phenotypes (Fig. 2B). Furthermore, transgenic expression of a fosmid containing the *set-2* gene in the *set-2(tm1630)* allele rescued the axon guidance phenotype (Fig. 2B). These results strongly suggest that the axonal defect observed is linked to aberrations of *set-2*.

**Fig. 2.**
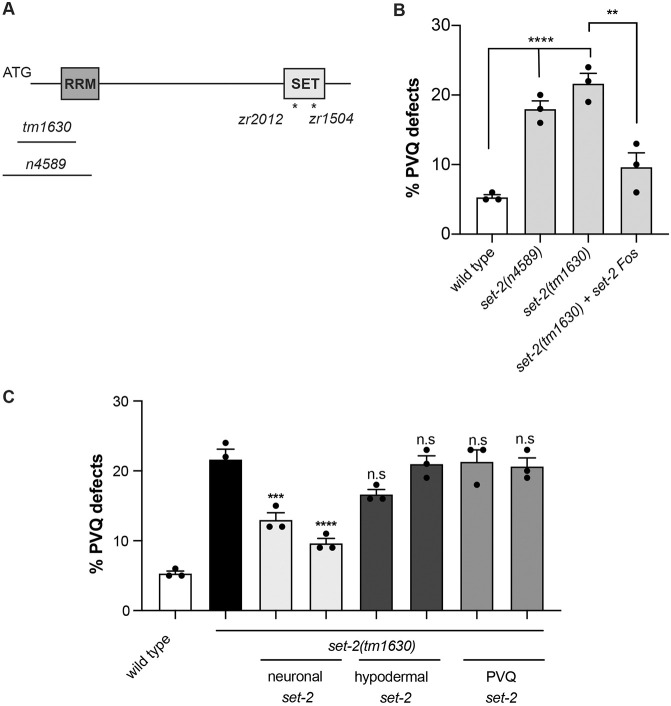
**SET-2 is required in the nervous system to ensure proper PVQ axon guidance.** (A) Schematic of the *set-2* gene. RRM, RNA recognition motif; SET, methyltransferase domain. Deletions and point mutations (indicated by an asterisk) used in this study are shown. (B) Quantification of PVQ defects at L4 stage in wild type and *set-2* deletion alleles, and in *set-2(tm1630)* animals ectopically expressing a genomic region that includes the *set-2* gene (fosmid WRM0638aG05). (C) Quantification of PVQ defects at L4 stage in wild type and *set-2(tm1630)* mutants expressing *set-2* cDNA in different tissues. Promoters used to drive *set-2* expression were as follows: neuronal, *rgef-1*; hypodermal, *dpy-7*; and PVQ, *sra-6*. *n*>150. Statistical significance testing used one-way ANOVA (Tukey's multiple comparison test). *P<0.05; **P<0.005; ***P<0.0005; ****P<0.0001; n.s., not significant. In C, comparisons are with *set-2*. Black dots represent independent scorings. Data are mean±s.e.m.

We investigated the focus of action of *set-2* by testing the ability of *set-2* expression in different tissues to rescue the defects observed in *set-2(tm1630)* mutants. Our results showed that SET-2 acts specifically in the nervous system to control PVQ development (Fig. 2C, Fig. S1). However, re-expression of *set-2* in PVQ neurons was not sufficient to rescue the phenotype (Fig. 2B). This result is consistent with a non-cell-autonomous function of *set-2*; however, it should be noted that several technical issues (inappropriate time and/or level of expression) might also account for this negative outcome. To determine whether SET-2 is required in embryos to establish correct axon guidance, or during larval development to maintain PVQ axonal position, we analysed the defect of PVQ axons in freshly hatched larvae. The percentage of axon defects identified in L1 was similar to the one observed in mutant adult animals (16%±2) (Fig. S2), suggesting that SET-2 is required during embryogenesis to ensure proper PVQ axon guidance. In agreement with this, transgenic animals carrying an mCherry-tagged transcriptional reporter showed *set-2* expression in the early embryo (Fig. S3). Loss of *set-2* also impacted the projection of HSN neurons, which extend during larval development, and the axon trajectory of VD and DD neurons in the dorsal nerve cord (Table 2). In contrast, other neurons, such as the mechanosensory neurons (AVM, ALM, PVM and PLM) and the AVK interneuron, displayed normal axon guidance pattern in *set-2* mutant animals (Table 2). Notably, abrogation of *set-2* did not impact the migration of AVM, PVM and HSN neurons (Table 2). These results indicate that SET-2 regulates the projection of several neurons but is not required to organize the overall architecture of the *C. elegans* nervous system.

**Table 2.**
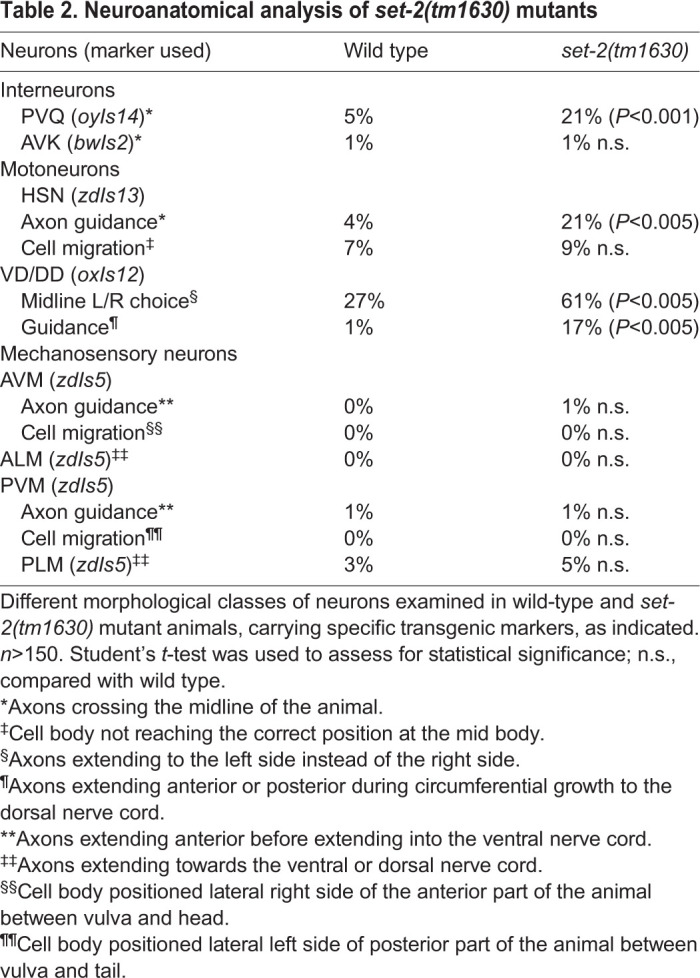
**Neuroanatomical analysis of *set-2(tm1630)* mutants**

### The catalytic activity of SET-2 is required to control axon guidance

SET-2 mainly catalyzes the tri-methylation of H3K4 (Li and Kelly, 2011; Xiao et al., 2011). In agreement with this, we observed strongly reduced levels of H3K4me3 in the *set-2(tm1630)* mutant embryos, indicating that SET-2 is the main enzyme catalyzing H3K4me3 in embryos (Fig. 3A, Fig. S4). Several point mutations in the SET domain have been shown to perturb the activity of the protein without compromising its stability (Rickels et al., 2017; Dorighi et al., 2017). To directly assess the relevance of the enzymatic activity of SET-2, and therefore of H3K4me3, in the context of axonal guidance, we introduced mutations in the *set-2* gene giving rise to two mutated alleles *set-2(zr1504)* and *set-2(zr2012)*, in which conserved amino acids located in the SET domain were mutated (H1447K and R1426W, respectively, Fig. 3A). In the *set-2(zr2012)* allele, we introduced a mutation leading to the same amino acid substitution found in SETD1B/KMT2G in a case of intellectual disability linked to epilepsy and autism (Hiraide et al., 2018). Therefore, the *set-2(zr2012)* allele provided a simple model with which to test the effects of a disease-associated mutation of *set-2* in an *in vivo* context. In both mutant animals, we observed a strong reduction of H3K4me3 levels, similar to the one detected in the *set-2(tm1630)* deletion allele, both by western blot and immunofluorescence in embryos (Fig. 3A, Fig. S4). Importantly, these mutant alleles showed axonal defects with similar penetrance to the *set-2(tm1630)* deletion mutant (Fig. 3B). Therefore, our result, together with the evidence (Fig. S5) that no axon abnormalities are observed in the *set-2(ok952)* allele, an in-frame deletion in which the levels of H3K4me3 in embryos were not affected (Xiao et al., 2011), suggests the catalytic activity of SET-2 is crucial for proper axon guidance.

**Fig. 3.**
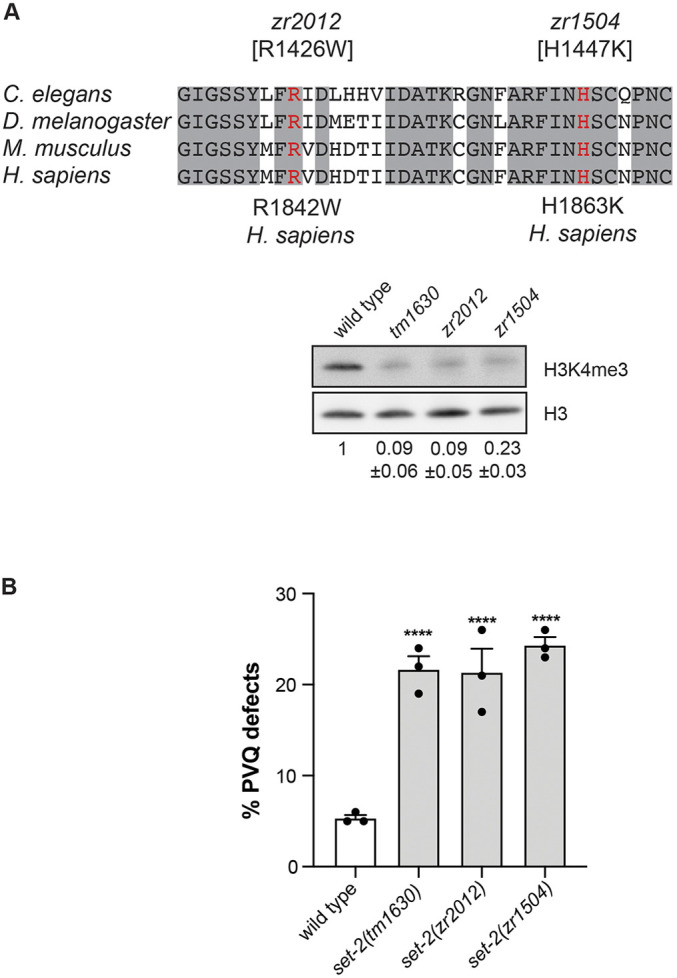
**The catalytic activity of SET-2 is paramount for correct axon guidance.** (A) Top: alignment of a region of the SET domain of SET-2 with homologues in different species. The grey shading denotes conserved amino acids. The red residues denote the conserved amino acids substituted in *set-2* alleles *zr2012* and *zr1504*. Corresponding amino acid substitutions in human are shown. In the *zr2012* allele, Arg1426 is changed to Trp, thus reproducing a disease-associated mutation (R1842W). Bottom: representative western blot showing embryonic H3K4me3 levels in the indicated strains. H3 was used as loading control. The numbers indicate the average of H3K4me3 relative to wild type, from three independent experiments ±s.e.m. (B) Quantification of PVQ defects at L4 stage in wild type and indicated *set-2* mutant alleles. Statistical significance testing used one-way ANOVA (Tukey's multiple comparison test). *n*>150, ****P<0.0001 compared with wild type. Black dots represent independent scorings. Data are mean±s.e.m.

### SET-2 genetic interactions with pathways regulating axon guidance

Multiple conserved redundant pathways control axon guidance. The role of several signalling pathways like Netrin, Slit, Ephrins and Semaphorin in this context is well characterised in *C. elegans*. Similarly, the relevance of transmembrane proteins such as Syndecan and other proteoglycans is well established (Chisholm et al., 2016). Genetic interaction assays have been used to determine the components of these pathways and to establish functional relationships among the genes involved (Zallen et al., 1998; Bülow et al., 2008). In order to assess whether *set-2* acts within known pathways, we generated animals carrying the *set-2(tm1630)* allele together with mutations of genes belonging to the major axon guidance pathways, and analysed the trajectories of the PVQ neurons. Concomitant abrogation of *set-2* and components of the Ephrin (*vab-1*) or Semaphorin (*plx-2*) pathways resulted in a phenotype that had a penetrance similar to the one observed in the single mutants (Table 3). Analogous results were obtained in *sdn-1;set-2*. On the contrary, when the Netrin (*unc-5*) and *sax-3*/ROBO pathways (*sax-3*) were ablated in the *set-2* genetic background, we observed an exacerbation of the phenotype (Table 3). Therefore, *set-2* appears to act in parallel with the Netrin and SAX-3/ROBO pathways, and in concert with Ephrins and Semaphorin, the main antero-posterior signalling pathways involved in axon guidance.

**Table 3.**
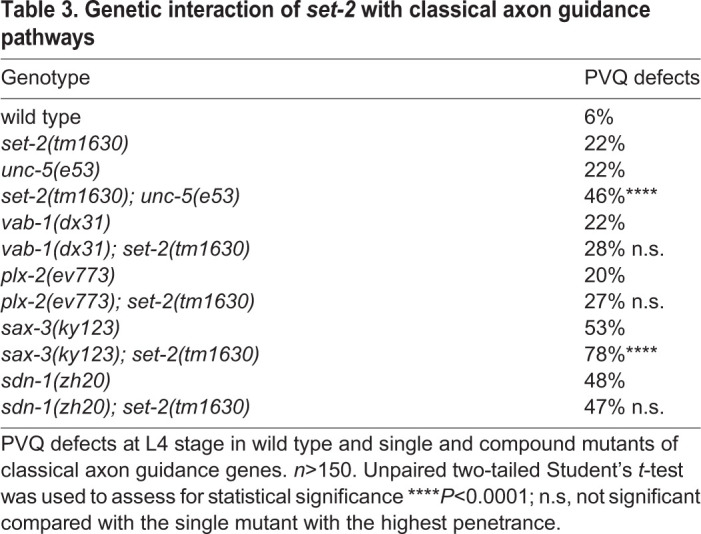
**Genetic interaction of *set-2* with classical axon guidance pathways**

A similar experimental approach was performed to analyse the crosstalk among the H3K4 methylation regulators we found involved in axon guidance. To investigate the relationship of *set-2* with *rbr-2*, *spr-5* and *jmjd-1.2*, we analysed the PVQ defects of animals lacking a combination of these genes. None of the double mutants showed an additive effect (Fig. 4A), suggesting that the regulators act jointly to ensure the correct levels of H3K4 methylation and normal axon guidance. However, the abrogation of *rbr-2* in the *set-2(tm1630)* background led to an amelioration of the axon phenotype, suggesting that *rbr-2*, likely through its H3K4 demethylase activity, can counteract the effect of *set-2* in axon guidance. A similar neutralizing effect of *rbr-2* mutations has been observed previously for the lifespan phenotype of *set-2* (Greer et al., 2010). Finally, we analysed the penetrance of the defects in compound mutants of *set-2* with *rbbp-5* or *ash-2*, components of the COMPASS complexes. Double mutants showed levels of defects similar to those observed in single mutants (Fig. 4B), suggesting that *set-2* controls the axon guidance process in the context of the COMPASS complex.

**Fig. 4.**
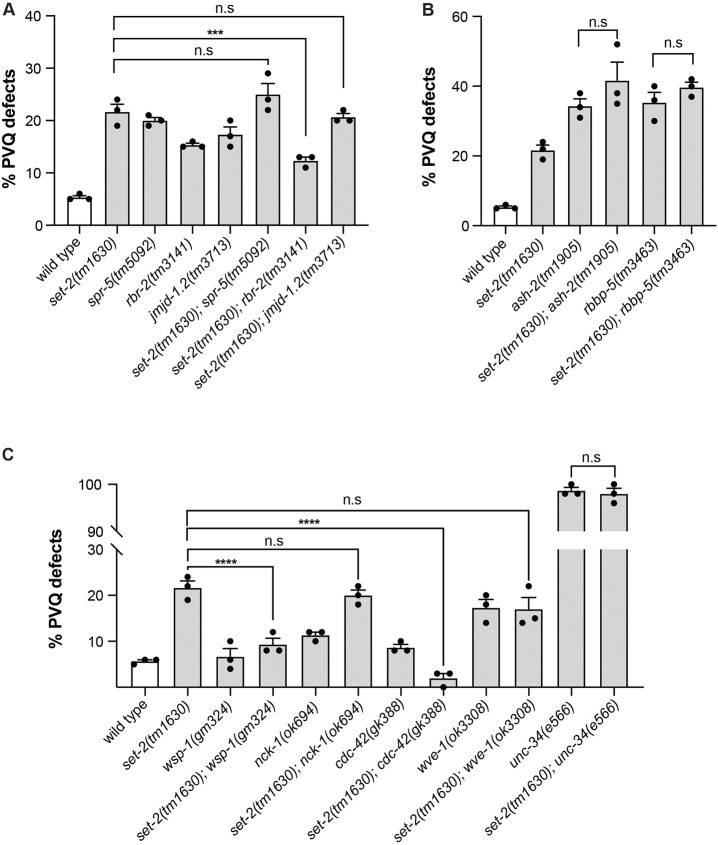
***set-2* genetic interactions with other H3K4me regulators and actin modulators.** (A) Quantification of PVQ defects at L4 stage in wild type, and in single and compound mutants of H3K4 regulators. (B) Quantification of PVQ defects at L4 stage in wild type, and in single and compound mutants of COMPASS complex members. (C) Quantification of PVQ defects at L4 stage in wild type and single and compound mutants of actin modulators. *n*>150 for all strains [except for *cdc-42(gk388); set-2(tm1630)*, *n*=63]. Statistical significance testing used one-way ANOVA (Tukey's multiple comparison test). ***P<0.0005, ****P<0.0001 n.s., not significant compared with single mutants with the highest penetrance. Black dots represent independent scorings. Data are mean±s.e.m.

### *set-2* controls axon guidance by regulating actin remodelling through *wsp-1*

Actin remodelling at the growth cone is ultimately the key process directing axon guidance. We therefore tested whether the defect observed in *set-2* mutant animals could be related to aberrant regulation of actin dynamics. We generated double mutants eliminating *set-2* in concomitance with *wsp-1/WASP*, *wve-1/WAVE* and *unc-34/Ena/VASP*, which are known actin-regulator genes (Higgs and Pollard, 2001). Although we observed no effect with *unc-34* or *wve-1*, ablation of *wsp-1* fully rescued the *set-2* axon guidance phenotype (Fig. 4C). This result suggests that *set-2* controls axon guidance by regulating actin remodelling specifically through *wsp-1*. We also tested the effect of *cdc-42* and *nck-1* ablation, the mammalian homologues of which are known activators of N-WASP (Alekhina et al., 2017). As only loss of *cdc-42* rescued the *set-2* phenotype (Fig. 4C), we conclude that an aberrant CDC-42-dependent activation of WSP-1 is likely fundamental to the axonal defect observed in *set-2* mutant animals.

### Transcriptional regulation mediated by SET-2

H3K4me3 is a post-translational modification identified at promoter regions of transcriptionally active genes and, in agreement with this, loss of *set-2* has been reported to deregulate transcriptional activity (Beurton et al., 2019; Robert et al., 2014). 

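RNA was sequenced from mid-embryos of wild type and of *set-2(tm1630)*, with 3 independent preparations of each genotype. The *tm1630* allele is a deletion at the 5′ end of *set-2*, the gene of an H3K4 methyltransferase, that removes its start codon. Eggs from the second hypochlorite treatment were kept at 20°C for 4 h before collection, and wild-type and mutant samples were prepared in parallel. The authors aligned the reads to the WS220 genome with 2 mismatches allowed and deposited, for each library, the number of reads counted on each of 45410 genes, without normalization. The paper's text does not name the program that counted them. The counts of the wild-type libraries summed to 25370532, 42335422 and 53080992 for replicates 1, 2 and 3, a median of 42335422. Those of the libraries labelled *set-2(tm1630)* summed to 34212722, 14651380 and 31446264, a median of 31446264, so that replicate 2 of the mutant had the lowest depth. *set-2* itself was listed with 1, 11 and 44 reads in the wild-type libraries, or 0.0458, 0.280 and 0.813 CPM (counts scaled to a common library size), and with 3.09, 0.810 and 2.79 CPM in the libraries labelled *set-2(tm1630)*. These counts gave a log2 fold change of 2.48 (standard error 0.86) in edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment, the adjusted p of that test was 0.0589, and 0.0456 with the replicate number as a block. The count of the targeted gene was thus not lower in the mutant libraries and did not check their labels, and the directions given for this allele rest on the labels as deposited. Counts were scaled by edgeR's TMM method, and the 16332 genes with at least 10 counts in at least 3 of the 6 libraries were tested without a block, with an adjusted p under 0.05 taken as the threshold. The log2 CPM of pairs of wild-type libraries correlated across genes at 0.913 to 0.945 (Pearson), and those of pairs of mutant libraries at 0.985 to 0.994.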

To gain insight into the mechanisms of action of SET-2 in axon guidance, we analysed the transcriptome of *set-2(tm1630)* mutants at the mid-embryonic stage in which PVQ axon development occurs. Principal component analysis (PCA) of RNA-sequencing datasets from wild-type and *set-2(tm1630)* animals indicated that the gene expression patterns in *set-2* mutant embryos were significantly different from wild-type embryos (Fig. 5A), with 6444 genes (FDR<0.05) differentially expressed (DE) (Fig. 5B, Table S1). 

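The variance-stabilized counts of the 500 most variable genes gave 86.0% of the variance on the first principal component and 6.81% on the second. On the first component, the wild-type libraries lay at -45.98, -60.001 and -26.17 and the libraries labelled *set-2(tm1630)* at 46.03, 43.73 and 42.39, so the genotypes were apart by more than the spread of either. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1 (two-sided). With all genes past the count filter in place of the 500, the first component held 68.9%. Of the genes tested, 4961 were DE in edgeR's quasi-likelihood test, and 7312 had an unadjusted p under 0.05. For 50.4% of the genes tested, all 3 mutant libraries lay on one side of all 3 wild-type libraries, where chance gives 10%. The DESeq2 Wald test called 6252 genes, edgeR 4848 with DESeq2's size factors, 5781 without a count filter, 4013 with at least 10 counts in every library and 8124 with all 12 libraries in one fit. With a replicate left out, the number ran from 747 (without replicate 1 of the mutant) to 7857 (without wild-type replicate 3). It was 3470 with the replicate number as a block, of which 3267 were among the 4961. Deviations from the group means correlated across genes at -0.145 on average for same-numbered wild-type and mutant libraries and at 0.0735 for the others. Same-numbered libraries thus did not deviate together on average. Centring ties these averages to each other, and 3 pairs cannot exclude a pairing of samples that the paper says were prepared in parallel.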

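Of the DE genes between wild type and the libraries labelled *set-2(tm1630)*, 2609 (52.6%) were downregulated and 2352 (47.4%) were upregulated. The division depended on the scaling and on the block. With DESeq2's size factors in edgeR, 2365 genes were downregulated and 2483 upregulated, and with the replicate number as a block, 1446 were downregulated and 2024 (58.3%) upregulated. Over all genes tested, the median log2 fold change was -0.21 under TMM, -0.14 under DESeq2's size factors and -0.10 with the block.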

A similar number of genes were downregulated and upregulated in comparison with wild-type animals (Table S1). 

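Among the genes that were DE in *set-2(tm1630)*, the median log2 fold change of upregulated genes was 2.12 (s.e.m. across genes 0.0265), with an interquartile range of 1.54 to 3.06. For downregulated genes it was -1.82 (s.e.m. across genes 0.0137), with an interquartile range of -2.28 to -1.49. Taken library by library against the wild-type mean, the medians of replicates 1, 2 and 3 of the mutant were 2.22, 2.18 and 2.09 for upregulated genes (SD 0.0669, n = 3) and -1.86, -1.59 and -1.61 for downregulated genes (SD 0.148, n = 3). Of all DE genes, 4821 had changed at least 2-fold. The medians were 2.58 and -2.02 with the replicate number as a block. Leaving out a mutant replicate moved them most, to 3.02 without replicate 1 for upregulated genes and to -2.73 without replicate 3 for downregulated genes.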

The median log2 fold changes of gene expression were 2.27±0.018 (mean±s.e.m.) for upregulated genes and 1.78±0.01 (mean±s.e.m.) for downregulated genes. Strikingly, among the downregulated genes, gene ontology (GO) analysis identified genes associated with neuronal function categories, including neuronal development, locomotion, chemotaxis, neuronal cell projection, axon guidance and synaptic transmission (Fig. 5C,Table S1). 

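GO annotation was not used here, and lists of genes of known function, fixed in advance, took the place of its categories. Each list was tested among the DE genes with a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over 15 lists in both directions. The test treats the genes of a list as independent, so its p-values describe over-representation and not replication across libraries. In the libraries labelled *set-2(tm1630)*, 39 of the 59 synaptic transmission genes tested were downregulated and 0 were upregulated (adjusted p = 4.02e-17, and 6.85e-16 with the replicate number as a block). Of 63 axon guidance genes, 31 were downregulated and 2 upregulated (adjusted p = 2.63e-09, with the block 1.63e-05). Of 49 cilium assembly genes, 39 were downregulated and 0 upregulated (adjusted p = 3.14e-21, with the block 7.61e-09). Of 65 neuropeptide genes, 17 were downregulated and 1 upregulated, which did not pass the threshold (adjusted p = 0.0599, with the block 0.160). limma's camera test on all genes put the neuropeptide list lower at an adjusted p of 1.70e-05. With the p-values adjusted over each list alone, 46 synaptic transmission, 34 axon guidance, 44 cilium assembly and 14 neuropeptide genes were downregulated. Leaving out replicate 1 of the mutant took the axon guidance and cilium assembly lists to an adjusted p of 1. With a replicate left out, the synaptic transmission list lost its call in 2 of the 6 fits, with an adjusted p of up to 0.572 (without replicate 3 of the mutant), the cilium assembly list in 2 and the axon guidance list in 1. Of lists for other late tissues, 23 of 42 muscle genes (adjusted p = 2.60e-08, with the block 0.184) and 59 of 155 epidermis and cuticle genes (adjusted p = 9.10e-11, with the block 3.17e-11) were downregulated, and 9 of 46 intestine genes, which were not over-represented (adjusted p = 0.662, with the block 1).

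**Figure D1:**
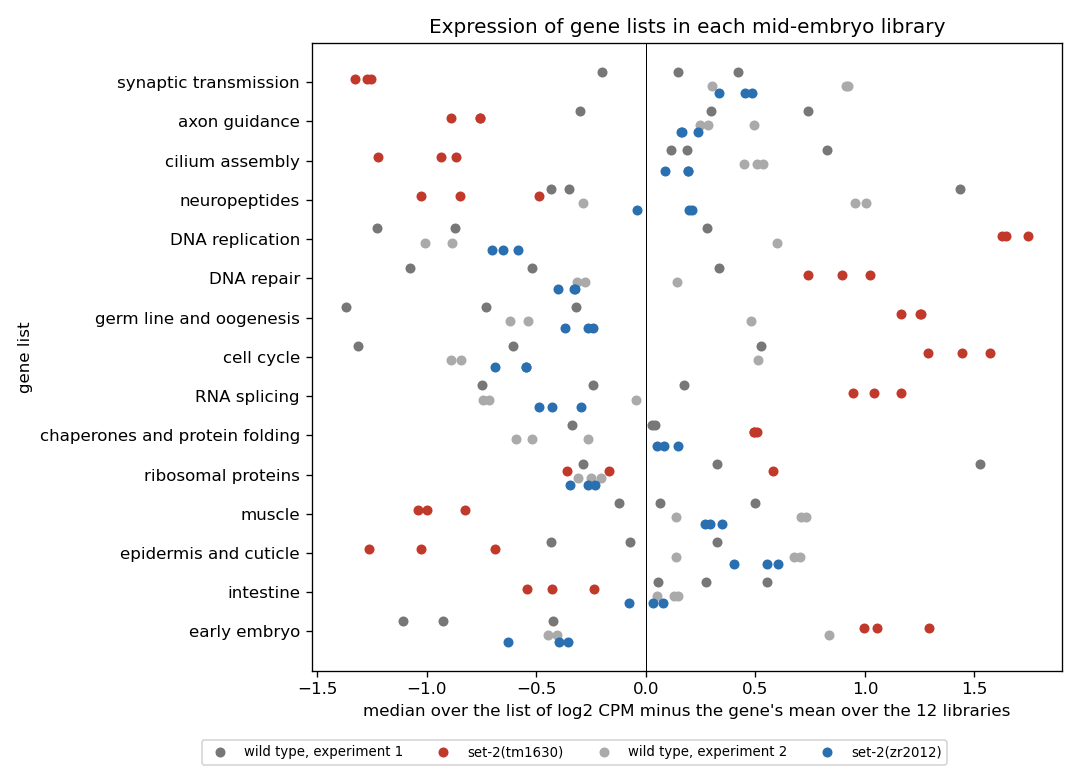
Each point is 1 library, and its place on the horizontal axis is the median over the genes of a list of log2 CPM minus the gene's mean over the 12 libraries. The libraries labelled *set-2(tm1630)* lie between -1.33 and -1.26 for synaptic transmission genes and between 1.62 and 1.74 for DNA replication genes, outside the range of the 3 wild-type libraries of their experiment in both lists.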

And, with the exception of *sax-3*, all the other genes involved in axon guidance pathways tested for genetic interactions are listed as downregulated genes in the RNA-sequencing dataset. 

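*vab-1*, *plx-2*, *unc-5*, *sdn-1* and *sax-3* were listed with 1193 to 26111 reads per library. In TMM-normalized CPM, *vab-1* was 419.6 ± 250.2 (SD, n = 3) in wild type and 137.64 ± 7.60 in the libraries labelled *set-2(tm1630)*, a log2 fold change of -1.61 (standard error 0.50, adjusted p = 0.0424) in edgeR's quasi-likelihood test. *plx-2* was 381 ± 256 in wild type and 99.4 ± 19.9 in the mutant, a log2 fold change of -1.94 (standard error 0.51, adjusted p = 0.0264). *unc-5* was 220.2 ± 117 and 82.7 ± 4.46, a log2 fold change of -1.41 (standard error 0.40, adjusted p = 0.0332). *sdn-1* was 424 ± 115.28 and 215 ± 16.9, a log2 fold change of -0.98 (standard error 0.33, adjusted p = 0.0548), which did not pass the threshold although all 3 mutant libraries lay below all 3 wild-type libraries. *sax-3* was 316 ± 207 and 137.98 ± 5.02, a log2 fold change of -1.195 (standard error 0.51, adjusted p = 0.108), and wild-type replicate 1 lay below the mutant libraries. With the replicate number as a block, the adjusted p was 0.0822 for *vab-1*, 0.0302 for *plx-2*, 0.0734 for *unc-5*, 0.184 for *sdn-1* and 0.224 for *sax-3*, so that 1 of the 5 genes kept its call. With p-values adjusted over these 5 genes alone, all 5 were downregulated, against 3 over all genes tested. Leaving out any replicate of *set-2(tm1630)*, or replicate 2 of wild type, raised the adjusted p of *vab-1*, *plx-2* and *unc-5* above the threshold, with the sign unchanged.

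**Figure D2:**
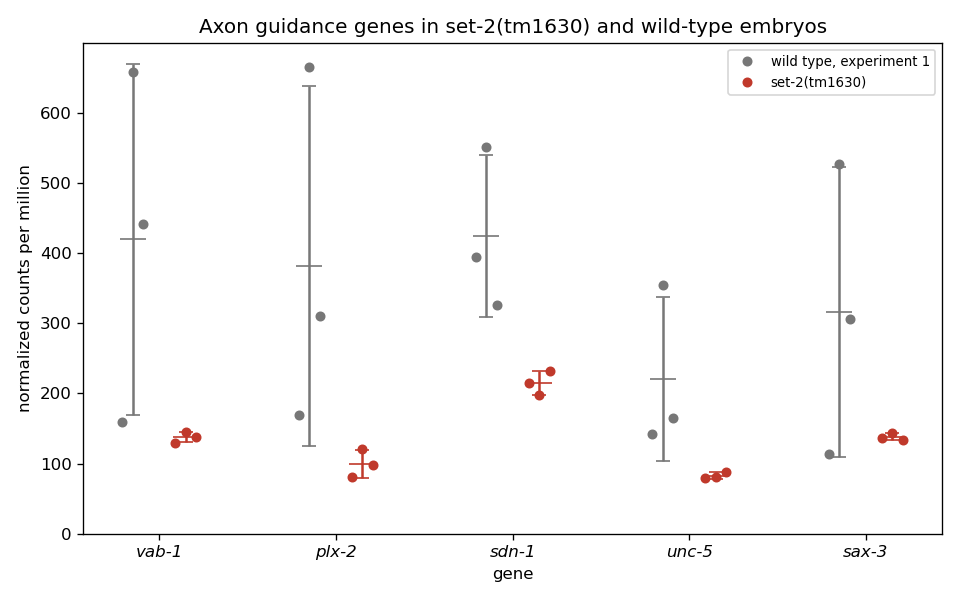
Normalized CPM of the 5 axon guidance genes, with a point for each library, a horizontal line at the mean and bars of 1 SD (n = 3). The mutant libraries of *sdn-1* lie between 198 and 232 and the wild-type libraries between 326 and 551, and for *sax-3* a wild-type library at 113 lies below the mutant ones.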

Among the upregulated genes, categories related to germ cell biology and DNA replication/repair were significantly enriched (Fig. 5D), corroborating previous studies that implicated *set-2* in fertility and genome stability (Xiao et al., 2011; Herbette et al., 2017). 

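In the libraries labelled *set-2(tm1630)*, 32 of 40 DNA replication genes tested were upregulated and 0 were downregulated (Fisher's exact test, adjusted p = 1.72e-19, and 7.27e-23 with the replicate number as a block). Of 45 DNA repair genes, 21 were upregulated and 1 downregulated (adjusted p = 6.06e-07, with the block 3.20e-07). Of 72 germ line and oogenesis genes, 45 were upregulated and 0 downregulated (adjusted p = 7.83e-20, with the block 1.04e-25). Cell cycle and RNA splicing genes were over-represented too, with 50 of 84 and 29 of 56 upregulated. The median log2 fold change was 2.01 for DNA replication, 1.25 for DNA repair and 1.95 for germ line and oogenesis genes. With p-values adjusted over each list alone, 35, 29 and 52 genes of these 3 lists were upregulated. Early embryo genes, which are expressed before mid-embryogenesis, were also over-represented among the upregulated genes, with 33 of 52.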

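Mid-embryos of the *set-2(zr2012)* allele, which carries an amino acid substitution in the SET domain of SET-2, were collected in a second experiment with its own wild type, again with 3 preparations of each. Culture, sequencing, alignment and counting were those of the first experiment. The counts of the wild-type libraries summed to 27796455, 21731533 and 42425059, a median of 27796455, and those of the libraries labelled *set-2(zr2012)* to 23856585, 32222609 and 28440948, a median of 28440948. *set-2* was listed with 9 to 17 reads per library and had a log2 fold change of 0.04 (standard error 0.33, adjusted p = 0.939). The substitution need not change the amount of the transcript, so this count does not check the labels. The same test was run on the 16892 genes past the same filter, against the wild type of the same experiment. The log2 CPM of wild-type replicates 1 and 2 correlated across genes at 0.997 (Pearson), and their counts still differed by more than sampling noise (chi-square per degree of freedom 2.50), so they were kept as 2 libraries. That value is set against counting error only, so it cannot show that the 2 libraries came from separate preparations, which rests on the labels. It was the lowest of the pairs within a group, where the next was 4.63. Replicate 3 correlated with replicates 1 and 2 at 0.954 and 0.956, and pairs of mutant libraries at 0.996 to 0.997.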

We also analysed the transcriptome of the *set-2(zr2012)* allele that expresses a mutant SET-2 protein with an amino acid substitution found in SETD1B in a case of intellectual disability (Hiraide et al., 2018). 

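Between wild type and the libraries labelled *set-2(zr2012)*, 1765 of the genes tested were DE, 965 upregulated and 800 downregulated, and 5129 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). The median log2 fold change was 1.16 for upregulated and -0.83 for downregulated genes. The number of DE genes fell to between 29 and 154 in 5 of the 6 fits with a replicate left out, lowest without replicate 3 of the mutant, and rose to 10468 without wild-type replicate 3. The DESeq2 Wald test called 2887. Under a block for the replicate number, 40 genes were upregulated and 0 downregulated, with 3711 below 0.05 unadjusted. Same-numbered libraries did not deviate together on average in this experiment either, with a mean correlation across genes of -0.135, which does not exclude pairing. Against *set-2(tm1630)*, with the 15637 genes tested for both alleles as background, 536 DE genes were shared where 482 would be by chance (one-sided exact hypergeometric test, p = 0.00114). Of these, 222 were downregulated in both alleles, where 128.6 would be by chance (exact hypergeometric p = 5.25e-18), 157 were upregulated in both, and the rest changed in opposite directions. With the block, 17 DE genes were shared (exact hypergeometric p = 9.22e-04) and 0 were downregulated in both (p = 1). Genes are not independent replicates, and the log2 fold changes of the alleles correlated across all genes at 0.0951 (Pearson) and 0.121 (Spearman).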

Despite a smaller number of DE genes identified in animals carrying this allele (3053 DE genes, FDR<0.05) (Table S1, Fig. S6), the intersection of DE genes and consistently downregulated genes in the two *set-2* alleles was significant (*P*<0.001 and *P*<0.0001, respectively). 

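The lists of neuronal genes were tested in the same way in the libraries labelled *set-2(zr2012)*. Of 49 cilium assembly genes, 9 were downregulated and 1 upregulated (Fisher's exact test, adjusted p = 0.00641), and with the replicate number as a block the adjusted p was 1. The list lost its call in 5 of the 6 fits with a replicate left out. Of 63 axon guidance genes, 8 were downregulated and 2 upregulated, short of the threshold (adjusted p = 0.0945, with the block 1). Synaptic transmission genes were not over-represented, with 2 of 59 downregulated and 3 upregulated, nor were neuropeptide genes, with 0 of 66 downregulated and 1 upregulated. Adjusted over each list alone, 22 cilium assembly and 9 axon guidance genes were downregulated. Among the genes downregulated in both alleles were 7 cilium assembly genes, where 0.696 would be for a list taken at random (one-sided exact hypergeometric test, adjusted p = 8.21e-05). Given the 39 and 9 downregulated in each allele, 7.16 would be by chance within the list (exact hypergeometric p = 0.740). The genes were *bbs-2*, *bbs-5*, *dylt-2*, *ift-74*, *kap-1*, *mks-6* and *osm-6*. The genes downregulated in both alleles also held 1 synaptic transmission gene, *glr-1*, and 0 neuropeptide genes. No gene was downregulated in both alleles under the replicate block, so these counts were 0 there.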

Importantly, GO analysis of downregulated genes in *set-2(zr2012)* and consistently downregulated genes in *set-2(tm1630)* and *set-2(zr2012)* identified neuronal categories as enriched, confirming the relevance of *set-2* in positively regulating the transcription of neuronal genes (Fig. S6, Table S1). These results suggest that, in agreement with its catalytic activity, SET-2 contributes substantially to the regulation of gene expression in embryos. Furthermore, the identification of several downregulated genes belonging to the cell projection/axon guidance class corroborates our finding that the regulation of H3K4 methylation is required for the establishment of proper axon trajectory.

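By the rule fixed in advance for naming genes, the largest increases in the libraries labelled *set-2(tm1630)* were those of F52D4.1, C50E3.12 and F40G12.11. F52D4.1 had at most 1 read in each wild-type library of the same experiment and up to 370 in the mutant, at least 110.3-fold higher when the wild type is set to 3 counts (adjusted p = 0.00213, edgeR's quasi-likelihood test). C50E3.12 had a log2 fold change of 7.25 (standard error 0.57, adjusted p = 0.00178) and F40G12.11 had a log2 fold change of 7.11 (standard error 0.88, adjusted p = 0.00350). The largest decreases were those of F35B3.4, with a log2 fold change of -5.82 (standard error 0.67, adjusted p = 0.00327), of *col-160*, with a log2 fold change of -5.73 (standard error 1.19, adjusted p = 0.0132), and of *grl-21*, with a log2 fold change of -5.50 (standard error 0.77, adjusted p = 0.00482). *col-160* is a member of the collagen family, and its counts are uncertain where reads were shared between paralogs. In *set-2(zr2012)*, the largest decreases were those of F42A8.1, with a log2 fold change of -2.51 (standard error 0.34, adjusted p = 0.0128), K07A1.3, with a log2 fold change of -2.38 (standard error 0.18, adjusted p = 0.00378), and *ttr-28*, with a log2 fold change of -2.23 (standard error 0.41, adjusted p = 0.0262). Under the replicate block, the adjusted p stayed between 3.84e-04 and 0.00434 for the 6 genes of *set-2(tm1630)* and rose to 0.0763, 0.0519 and 0.102 for those of *set-2(zr2012)*. With 1 replicate left out, *col-160* lost its call in 3 of 6 fits, with a log2 fold change of -6.27 to -3.33 (adjusted p up to 0.0708). The other genes of *set-2(tm1630)* lost theirs in 0 fits, with F52D4.1 and C50E3.12 tested in 3. F42A8.1 and *ttr-28* lost theirs in 5 of 6 fits (adjusted p up to 0.104 and 0.147) and K07A1.3 in 1 (up to 0.0514). From the DE genes of both alleles and the categories enriched among them, the paper proposes that SET-2 contributes to the regulation of gene expression in embryos, which it relates to the catalytic activity of the protein.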

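The axon guidance genes downregulated in both *set-2(tm1630)* and *set-2(zr2012)* were *ast-1*, *efn-4*, *unc-42*, *unc-6*, *vab-2* and *zag-1*, 6 of the 63 tested in both, where 0.894 would be for a list taken at random (one-sided exact hypergeometric test, adjusted p = 0.00199 over 15 lists). Given the 31 and 8 downregulated in each allele, 3.94 would be by chance within the list (exact hypergeometric p = 0.118). With the replicate number as a block, 0 genes of any kind were downregulated in *set-2(zr2012)* (3711 genes had an unadjusted p under 0.05), so that fit does not bear on these 6 in particular. The set of genes downregulated in both alleles, 222 as reported, was not stable. It held 20 with all 12 libraries in one fit (exact hypergeometric p = 0.379) and 0 to 1429 with 1 replicate left out. DESeq2's size factors, the DESeq2 Wald test and the other count filters gave 181 to 456. The axon guidance list was tested among the genes downregulated in both alleles only after the lists had been seen in each allele. The paper takes the downregulated genes of this class as support for its finding, made from axonal phenotypes, that axons need regulated H3K4 methylation to take their proper course.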

**Fig. 5.**
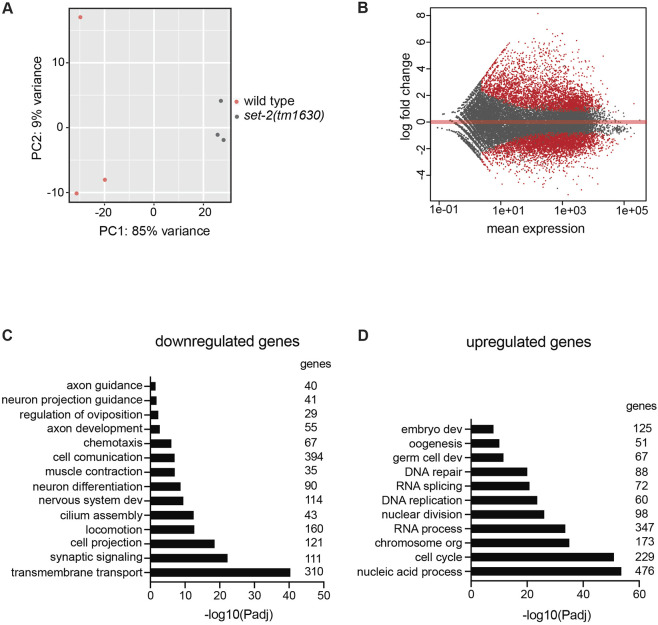
**Transcriptional regulation mediated by SET-2.** (A) PCA plot of wild-type and *set-2(tm1630)* mid-embryos. Each dot represents one sample and each colour a genotype. (B) MA plot showing gene expression changes in *set-2(tm1630)*. The *x*-axis represents the mean of counts, the *y*-axis represents log2 fold change. DE genes with FDR<0.05 are shown in red. (C,D) GO analysis of the biological processes of downregulated (C) and upregulated (D) genes in the *set-2(tm1630)* allele using g:Profiler and adjusted *P*-values (Bonferroni correction). Selected top scoring categories are presented together with the number of genes identified in each category.

### Loss of *set-2* impairs nervous system functionality

Besides the genes required for the establishment of proper axon guidance, the transcriptome analysis of *set-2* mutant alleles revealed that numerous neuronal genes were differentially expressed, suggesting a broad role for *set-2* in the nervous system. Therefore, we tested whether the loss of *set-2* would result in abnormal neuronal functionality. 

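The lists of synaptic transmission, axon guidance, cilium assembly and neuropeptide genes held 292 different genes. In the libraries labelled *set-2(tm1630)*, 126 of the 236 tested were downregulated (53.4%) and 3 upregulated, with a median log2 fold change of -1.41 against a median of -0.21 over all genes. Genes of muscle, epidermis and cuticle, and intestine moved the same way, with 90 of 241 downregulated (37.3%) and 12 upregulated, and a median of -1.13. In *set-2(zr2012)*, 19 of 237 neuronal genes were downregulated (8.02%) and 7 upregulated, with a median of -0.33 against -0.08 over all genes. Of 249 genes of the other late tissues, 10 were downregulated there (4.02%) and 13 upregulated, with a median of -0.15. The shares of 8.02% and 4.02% hold for the reported fit only, in which 800 genes were downregulated. With the replicate block 0 genes of any kind were, with all 12 libraries in one fit 71, and with 1 replicate left out 0 to 5386. From the neuronal genes among the DE genes, the paper proposes a broad role for *set-2* in the nervous system.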

Despite *set-2(tm1630)* and *set-2(zr2012)* mutant animals appearing superficially wild type, we detected differences when compared with control animals in specific functional tests. Locomotion in *C. elegans* is controlled by excitatory cholinergic and inhibitory GABAergic motor neurons, the functionality of which can be determined by observing animals swimming in liquid. *set-2(tm1630)* and *set-2(zr2012)* mutant animals displayed a reduced rate of body bends in liquid compared with wild-type animals (Fig. 6A). Furthermore, when left moving on a plate for 1 h at 20°C, *set-2(tm1630)* and *set-2(zr2012)* mutants appeared to explore fewer regions of the plate (Fig. 6B) and to move in a tighter circular pattern compared with control animals (Fig. S7). A closer analysis of the crawling tracks revealed differences in wave amplitude between control animals and mutants, but no significant differences were observed when comparing wave lengths (Fig. 6C). Overall, these results suggest abnormal locomotion behaviour in *set-2(tm1630)* and *set-2(zr2012)* mutant animals. Defecation in *C. elegans* is the result of a stereotyped and tightly regulated motor programme involving the subsequent contraction of three distinct sets of enteric muscles (Schuske et al., 2004). Monitoring this relatively simple process is a powerful method for determining neuronal system functionality and synaptic transmission. We found that the rate of defecation in both *set-2* mutants was significantly reduced compared with wild-type animals (Fig. 6D). Last, we assessed chemotaxis responses towards attractive stimuli (Mori, 1999) by testing the response of *set-2* mutant animals to sodium chloride. No differences were observed in the *set-2(tm1630)* and *set-2(zr2012)* mutant animals compared with control animals, suggesting that *set-2* mutants have an intact chemotactic response (Fig. 6E). In *C. elegans*, the chemotactic response changes according to previous experiences (Tomioka et al., 2006; Saeki et al., 2001). When animals are grown in the presence of food and sodium chloride, they are attracted to the salt. In contrast, when worms are starved in the presence of salt, they learn to avoid it as they associate the salt with an unfavourable condition. We tested whether this associative learning process was affected in *set-2(tm1630)* and *set-2(zr2012)* mutant animals by conditioning animals in unseeded plates containing sodium chloride and subsequently testing their reaction to the salt. In contrast to wild-type animals, conditioned *set-2* mutants were still attracted to sodium chloride, suggesting a defect in the associative learning process (Fig. 6E). Overall, these results indicate that mutations in the *set-2* gene, in correlation with aberrant expression of neuronal genes, result in compromised neuronal functions.

**Fig. 6.**
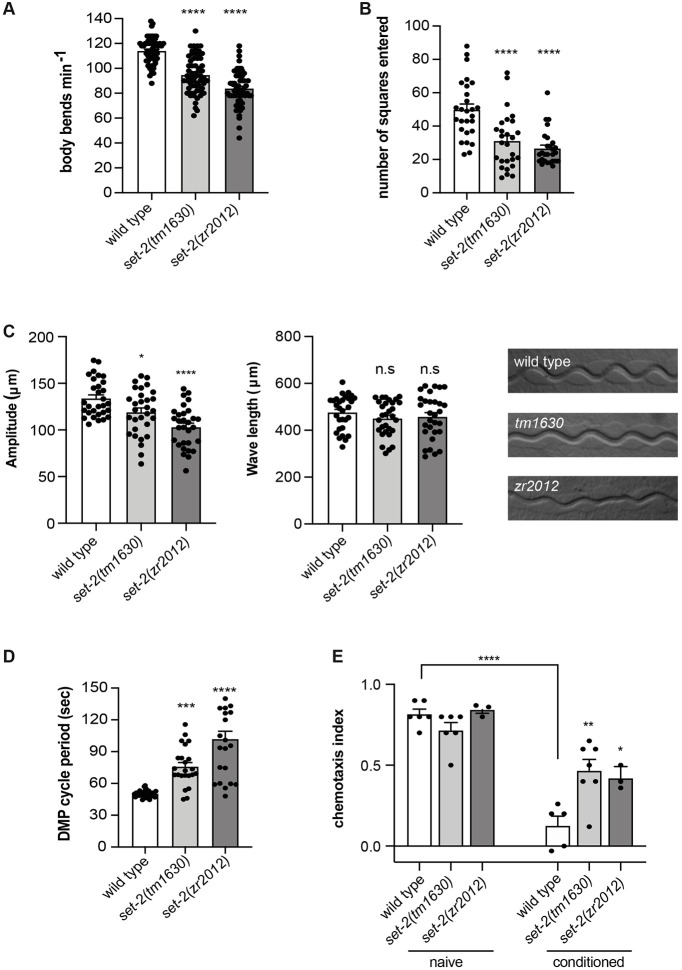
**Loss of SET-2 impairs** **nervous system functionality.** (A) Quantification of body bends in liquid in wild type, *set-2(tm1630)* and *set-2(zr2012)*. *n*>60, Student's *t*-test. (B) Quantification of exploratory behaviour in wild type, *set-2(tm1630)* and *set-2(zr2012)*. *n*>30, Student's *t*-test. (C) Left and middle: quantification of wavelength and amplitude of tracks left on a bacterial lawn by wild type, *set-2(tm1630)* and *set-2(zr2012)*. *n*>30, Student's *t*-test. Right: representative images of crawling tracks in wild-type, *set-2(tm1630)* and *set-2(zr2012)* mutant animals. (D) Quantification of DMP length in wild type, *set-2(tm1630)* and *set-2(zr2012)*. *n*>30, Student's *t*-test. (E) Quantification of the chemotactic response to NaCl and plasticity in *set-2(tm1630)* and *set-2(zr2012)*. Worms were washed and placed directly onto assay plates (naive) or onto conditioning plates for 1 h before being tested (conditioned). Chemotactic indices of mutant strains in the conditioned state were compared with wild type in the same conditions. The comparison of chemotactic indices of wild type in naive and conditioned states is marked with a line. *n*>200, Statistical significance testing used one-way ANOVA (Tukey's multiple comparison test). ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05, n.s., not significant compared with wild type. In A-D, black dots represent single animals. In E, black dots represent independent replicates. Error bars indicate s.e.m.

## DISCUSSION

Despite the recognition of H3K4 methylation as a crucial epigenetic modification in neuronal development, its biological role in this tissue is only marginally understood (Mariani et al., 2016; Riveiro et al., 2017). In this study, we specifically addressed the role of the main H3K4 methyltransferase SET-2 in neuronal development using *C. elegans* as a model system. Our results demonstrate the requirement of the catalytic activity of SET-2, and therefore for H3K4 methylation, in the process of axon guidance. Moreover, we showed that several proteins involved in the regulation of H3K4 methylation are also required for the establishment of axon trajectories, including *set-16*, another H3K4 methyltrasferase. We do not know whether *set-2* and *set-16* have a redundant role in axon guidance and share common targets. Nevertheless, the requirement of multiple H3K4 regulators likely reflects the notion that axon guidance is a complex process regulated by a multitude of extracellular cues and signalling pathways that need to be integrated, and temporally and spatially coordinated. We propose that such orchestration is, at least in part, epigenetically controlled and occurs by fine-tuning the transcription of the implicated genes through H3K4 methylation regulation.

Our analysis showed that the catalytic activity of SET-2 is required for the correct axon guidance through a mechanism that involves the regulation of cytoskeleton dynamics. Remarkably, the axon guidance defects observed in the H3K4 methylation regulators investigated in detail so far (*rbr-2*, *jmjd-1.2* and *set-2*) are all suppressed by *wsp-1* ablation (this study and Mariani et al., 2016; Riveiro et al., 2017), suggesting that, in line with the genetic interaction observed among *set-2*, *rbr-2* and *jmjd-1.2*, *wsp-1* is a shared target (Fig. 7). Our results, showing that only *wsp-1*, and not other known actin regulators like *unc-34* or *wve-1*, suppresses the axonal defects, suggests that the H3K4 regulatory machinery controls a specific branch of actin remodelling. It should also be noted that the modalities by which H3K4 regulators control WSP-1 functionality are likely different, as *rbr-2* controls *wsp-1* expression (Mariani et al., 2016), whereas *jmjd-1.2* appears to regulate its activation through *nck-1* and *cdc-42* (Riveiro et al., 2017). The effect of *set-2* on *wsp-1* activation seems to strictly depend on *cdc-42*, as ablation of *cdc-42*, but not *nck-1*, ameliorates the axonal phenotype. Puzzlingly, in *set-2(tm1630)*, the levels of *wsp-1* expression appeared reduced (Table S1). 

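*wsp-1* was listed with 45 to 898 reads per library of the experiment with *set-2(tm1630)*. In CPM it was 15.6 ± 7.36 (SD, n = 3) in wild type and 4.50 ± 1.45 in the libraries labelled *set-2(tm1630)*, a log2 fold change of -1.78 (standard error 0.48, adjusted p = 0.0272) in edgeR's quasi-likelihood test. All 3 mutant libraries lay below all 3 wild-type libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). With the replicate number as a block, the adjusted p was 0.0518. With 1 replicate left out in turn, the log2 fold change stayed between -2.09 and -1.41, and the adjusted p stayed under 0.05 in 2 of the 6 fits.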

As loss of *wsp-1* did not result in axon defects, the *wsp-1* downregulation observed is likely due to a compensatory mechanism that reduces the effects of its aberrant activation. The identification of direct targets of SET-2 will help to clarify the specific mechanism underlying the genetic interactions observed.

**Fig. 7.**
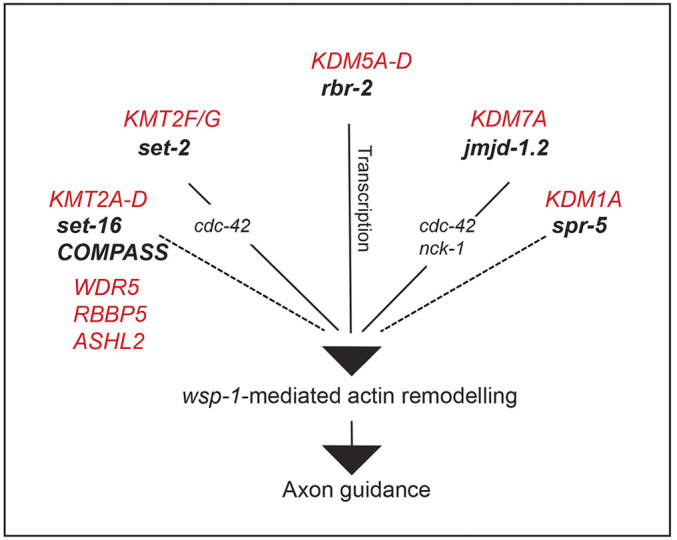
***C. elegans* homologues of H3K4 regulators mutated in disease all contribute to axon guidance.** Schematic model depicting the role of *rbr-2*, *set-2* and *jmjd-1.2* in regulating *wsp-1*-mediated actin remodelling and axon guidance. *rbr-2* directly influences *wsp-1* transcription (Mariani et al., 2016), whereas *set-2* and *jmjd-1.2* control *wsp-1* activity through *cdc-42* and *nck-1* (this study and Riveiro et al., 2017). The action of *set-16*, COMPASS complex components and *spr-5* on *wsp-1* remain to be elucidated. Mammal homologues found mutated in neurodevelopmental diseases are shown in red.

It is intriguing that only a subset of neurons is invariantly disturbed by the loss of H3K4 regulator genes (this study and Mariani et al., 2016; Riveiro et al., 2017), suggesting that in these neurons the process of axon guidance is particularly vulnerable and under epigenetic control. This possibility is also suggested by a study showing that defects in axon guidance of the same subset of neurons are observed in animals experiencing oxygen deprivation during embryonic development (Pocock and Hobert, 2008). Further analyses testing other adverse environmental conditions, and cell-specific studies related to expression patterns and lineage, will help us to understand the origin of this susceptibility.

*set-2* mutant alleles show phenotypes related to locomotion and learning. It is likely that these phenotypes might only partially depend on axon-guidance defects. Indeed, transcriptional profiles and GO analyses of *set-2* alleles identified several neuronal categories among DE genes, which suggest a novel and broad role for *set-2* in the *C. elegans* nervous system. The role of *set-2* mammalian homologues in neurons has not been investigated owing to the essential nature of these genes during mouse embryogenesis. However, considering our results and the frequency of mutations in these genes in cases of intellectual disability, autism, epilepsy and schizophrenia (O'Donnell-Luria et al., 2019; Singh et al., 2016; Hiraide et al., 2018), it is tempting to hypothesise an evolutionarily conserved role for KMT2F and KMT2G in nervous system development, which deserves further investigation.

In the context of disease, the recent identification by genome-wide association studies of a H3K4 regulation domain affected in neuronal disorders has emphasised the potential impact of epigenetic regulation in the developing nervous system and in illness. By demonstrating that *C. elegans* homologues of H3K4 regulators mutated in disease are all required for proper axon guidance (Fig. 7), and that a disease-associated mutation of SETD1B reproduces the axonal phenotype in the nematode, our studies provide evidence for a common denominator among these genes. Altogether, our results suggest that aberrant axon guidance is a shared trait in neurodevelopmental diseases and offer experimental support to a recently suggested hypothesis proposing that dysregulated axonal guidance underlines neurological disorders (Van Battum et al., 2015; Niftullayev and Lamarche-Vane, 2019; McFadden and Minshew, 2013).

## MATERIALS AND METHODS

### Genetics and strains

*C. elegans* strains were cultured using standard growth conditions at 20°C with *Escherichia coli* OP50 (Brenner, 1974). Double mutant animals were generated by using a standard crossing procedure. *set-2(tm1630)* was backcrossed six times and *set-2(zr2012)* was backcrossed two times. Neuronal marker strains were backcrossed three times. The strains used are listed in Table S2. *set-16(n4526*) is a balanced strain. Heterozygotes segregate Dpy sterile animals (+/+), larval lethal animals (*−/−*) and wild-type animals (+/−).

### Generation of constructs

The *set-2* transcriptional reporter includes a ∼400 bp region located at the 5′ end of the *set-2* gene amplified using the following primers: 5′-ccgatgcacagtagaaatctg-3′ and 5′-gcaaacttcatatccagaccata-3′. The PCR product was cloned into pD95.75mCherry. Tissue-specific rescue constructs were made using a MultiSite Gateway Three-Fragment Vector Construction Kit (Life Technologies) as described previously (Mariani et al., 2016). The *set-2* cDNA was a kind gift from Francesca Palladino (École normale supérieure de Lyon, France).

### Generation of transgenic lines

Transgenic lines were created by microinjection (Mello et al., 1991). The *set-2* transcriptional reporter line was obtained by injecting 50 ng/µl of reporter construct into the N2 strain. Tissue-specific rescue constructs (10 ng/µl) were injected along with *myo-2*::mCherry (5 ng/µl) as a co-injection marker into *set-2(tm1630)*. The fosmid (5 ng/µl) was injected along with co-injection marker *myo-2*::mCherry (5 ng/µl). The fosmid (WRM0638aG05) was a kind gift from Roger Pocock (Monash University, Melbourne, Australia). The transgenic lines used in this study are listed in Table S2.

### CRISPR lines

CRISPR lines were created by injecting ssDNA repair templates for *set-2* with desired substitutions cloned into pJJR50 (*zr1504* sgRNA sequence CCTTCGCGTAGCAATTAGGT and *zr2012* sgRNA sequence TCACATGATGCAGATCAATT). The mix contained a *pha-1* repair template and pJW1285 (driving the expression of Cas9) was injected into *pha-1(e2123)* mutants. All constructs were injected at a concentration of 50 ng/µl. Selection for *pha-1* wild-type clones was performed at 25°C. Mutations were confirmed by sequencing. The mutation in the *zr1504* allele was selected based on the following criteria: (1) conserved from yeast to human; (2) outside of the interaction surface with other components of the mixed lineage leukaemia-complex based on Shinsky et al. (2014); and (3) a conservative substitution (H to K). The mutation in the *zr2012* allele reproduces an alteration identified in SETD1B/KMT2G in a case of intellectual disability linked to epilepsy and autism (Hiraide et al., 2018).

### Western blot and immunostaining

Protein extracts were prepared from embryos obtained after hypochlorite treatment of animals grown at 20°C. Samples were boiled in SDS-PAGE buffer for 5 min and sonicated for 10 min using a Diagenode Bioruptor (UCD-300). The following antibodies were used: anti-H3K4me3 (Cell Signaling Technology, C42D8; 1:750); polyclonal anti-H3 (Abcam, ab1791; 1:10.000); and peroxidase-labelled anti-rabbit secondary antibody (Vector Laboratories; 1:10.000). Western blots were quantified using ImageJ [National Institutes of Health (NIH)].

Embryo staining was performed as described by Chin-Sang et al. (1999). The primary antibody for H3K4me3 (Cell Signaling Technology, C42D8; 1:500) was incubated overnight at 4°C and the secondary antibody [goat anti-rabbit IgG (Alexa Fluor 488, Invitrogen, A11008; 1:500)] was incubated for 2 h at room temperature. Embryos were stained with DAPI and slides were mounted using mounting media.

### Axon guidance analyses

The axon guidance phenotype was scored at 20°C at the L4 stage, unless otherwise stated. Worms were immobilized in NaN_3_ and placed on microscope slides with a 5% agarose pad. Results from at least three biological independent experiments were used for statistical analyses. Images were obtained using a Zeiss AXIO Imager M2 fluorescence microscope. Owing to the larval lethality of the strain, the scoring of the *set-16* mutant was conducted at the early larval stage. Arrested larvae were considered *set-16* null. Investigators were not blinded during the experiments.

### Statistical analyses

Statistical analysis for all neuronal scoring was performed using GraphPad Prism 8 using Student's *t*-test or one-way ANOVA (Tukey's multiple comparison). All values are presented as mean percentages.

### RNA-sequencing

RNA was isolated from three independent experiments per genotype. Hermaphrodites were bleached twice to achieve better synchronization. Eggs recovered from the second hypochlorite treatment of highly synchronized young adult animals were kept at 20°C for 4 h in M9 media to reach mid-embryogenesis (the majority of the eggs were at comma stage) and freeze cracked in liquid nitrogen. Wild-type and *set-2* samples were prepared and analysed in parallel, to minimise, as much as possible, synchronisation and batch issues. RNA was extracted using an Arctutus PicoPure RNA Isolation Kit (Thermo Fisher Scientific, KIT0204). Sequencing libraries was constructed using a TruSeq RNA Library Prep Kit v2 (Illumina, RS-122-2001). Libraries were sequenced using a NextSeq 500 system and a NextSeq 500/550 High Output Kit v2 (Illumina, FC-404-2005).

### RNA-sequencing analysis

RNA-sequencing results were analysed using Galaxy (v19.05). Reads were mapped to the C. *elegans* genome (WS220) using a criterion of two mismatches. 

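The libraries differed in how the reads were spread over genes as well as in depth. Between 20819 and 24027 genes had at least 1 read in a library, and 15652 of the genes listed had 0 in all 12. The 10 genes with the most reads took between 4.10% and 7.83% of a library's counts, and the highest share was that of wild-type replicate 1 of the first experiment.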

Number of reads aligned for each replica was between 14.6 to 53.1 million. DESeq2 (v2.1.8.3) was used to determine DE genes and to generate principal component and scatter plots. DE genes with FDR<0.05 were analysed using g:Profiler (biit.cs.ut.ee/gprofiler/gost) with Bonferroni correction. The *P* value for overlapping gene lists was calculated using the statistical significance of the overlap between two groups of genes tool (www.nemates.org/MA/progs/overlap_stats.html).

### Neuronal function analyses

#### Thrashing assay in liquid

A 96-well microtitre plate, with each well containing 400 µl of M9 media, was used. Three young adult-stage worms of the same strain were placed in each well and left for 10 min at 20°C to adapt. Body bends were counted for 30 s. One bend was counted every time the mid-body of the animal returned to the same position. The experiment was carried out using at least 60 worms per strain.

#### Tracking and exploration assay

Nematode Growth Media (NGM) plates (6 cm) were seeded with 600 µl of OP50 grown overnight in lysogeny broth at 37°C and stored at 25°C for one night. One young adult stage worm was placed in the centre of the bacteria lawn and left to crawl for 1 h at 20°C. For the tracking assay, animals were removed after 1 h of crawling and the body length was measured for normalization. The tracks that the animals left on the plates were visualized using a dissecting microscope and a digital camera using the same magnification settings (20×). The amplitude and wavelength of the tracks were measured using ImageJ. For the exploration assay, animals were removed after 1 h of crawling and plates were superimposed on a grid containing 3×3 mm wide squares, and the number of squares entered by the worm were manually counted as described previously (Juozaityte et al., 2017). Both assays were performed using at least 30 worms per strain.

#### Defecation assay

Defecation was assessed as described previously (Mahoney et al., 2008). Each defecation motor program (DMP) cycle was counted as the interval between two posterior body-wall muscle contractions. Five full cycles for each animal were counted. This assay was carried out using at least 30 worms per strain.

#### Chemotaxis and chemotaxis plasticity assay

The chemotactic response to NaCl was conducted as described previously (Tomioka et al., 2006). Briefly, 20 ml of buffered agar was poured into 10 cm diameter Petri dishes. To set up a salt gradient, 10 µl of 2.5 M NaCl solution was applied to the attractant spot, and 10 µl of ddH2O was applied to the control spot 16 h before the assay. Another 10 µl of 2.5 M NaCl solution or water was applied 4 h before the assay onto the same spots. NaN_3_ (1 µl) was applied to both spots 1 min before the assay. Synchronized young adult animals were washed three times with chemotaxis (CTX) solution [5 mM KH_2_PO_4_/K_2_HPO_4_ (pH 6), 1 mM CaCl_2_ and 1 mM MgSO_4_], and 40 to 50 worms were placed in the centre of the assay plate in a minimal volume buffer. Animals were left to crawl for 45 min at 20°C, after which the plates were placed at 4°C overnight and the chemotactic index was calculated. The chemotaxis index was defined as the number of animals in the NaCl area (within 1.5 cm of the solution spot) minus the number of animals in the control area, divided by the total number of animals on the plate. Worms unable to leave the centre of the assay plate were censored. The chemotaxis was assessed with assay plates prepared in the same way as above. Synchronized young adult animals were washed three times with CTX solution, and 40 to 50 worms were placed onto conditioning plates prepared with NGM media (containing NaCl) and without *E*. *coli* OP50. Animals were conditioned for 1 h, washed again once with CTX solution and placed in the centre of the assay plates. Worms were left to crawl for 45 min at 20°C, after which the plates were placed at 4°C overnight. The chemotactic index was calculated as before. Several independent biological replicates were analysed. Investigators were not blinded during the experiments.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Regulators of H3K4 methylation mutated in neurodevelopmental disorders control axon guidance in Caenorhabditis elegans
**Source:** Development. 2020 Aug 7;147(15):dev190637. doi: 10.1242/dev.190637
**Supplement:** Supplementary information

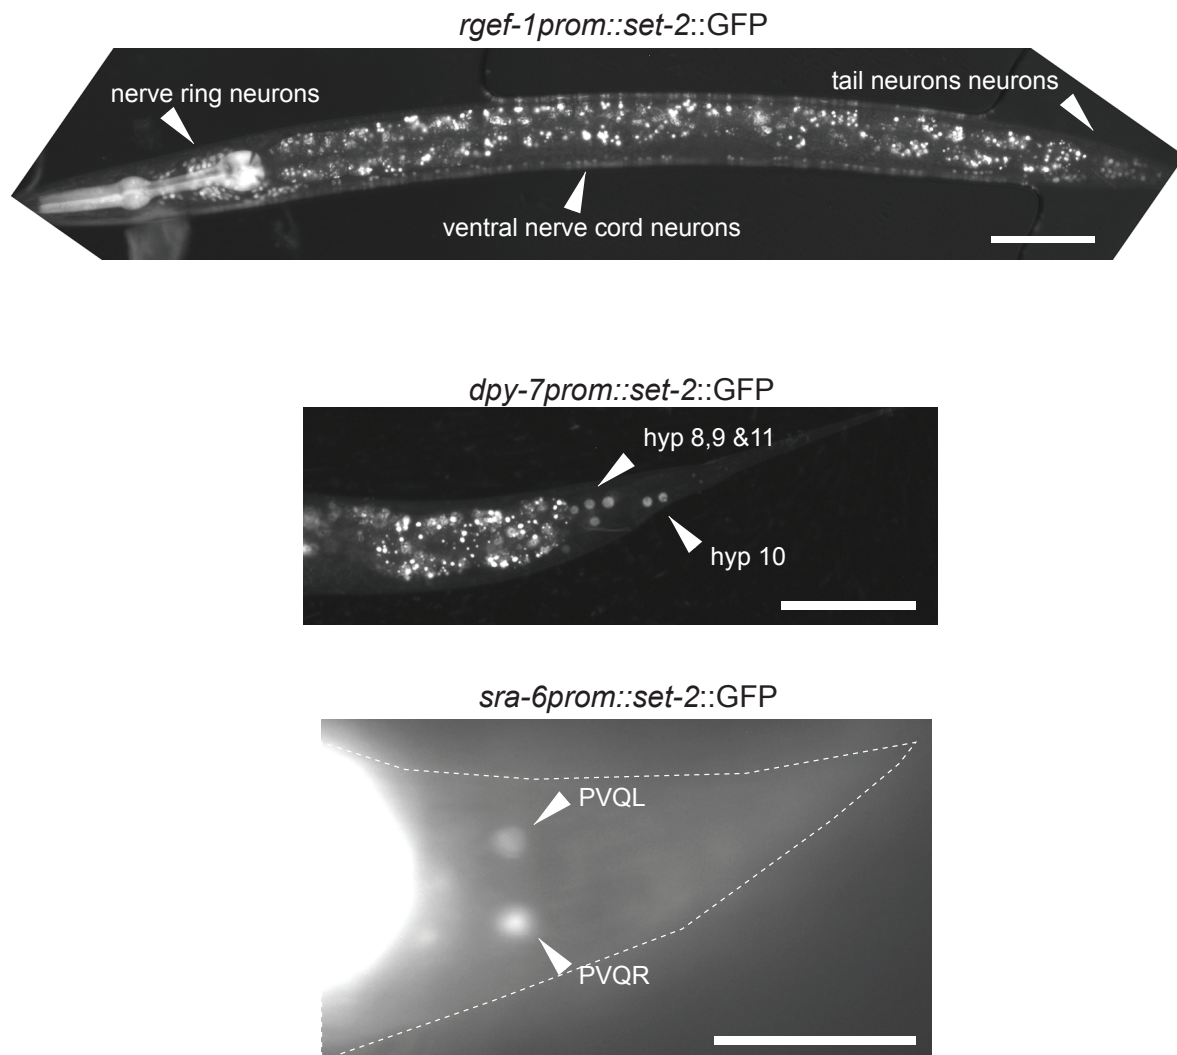

**Figure S1. Expression of transgenic SET-2::GFP in specific tissues.** Top: Expression pattern of SET-2::GFP under the control of the neuronal specific *rgef-1* promoter. Pharynx is visible as *myo-2::mCherry* was used as co-injection marker. Middle: Expression pattern of SET-2::GFP under the control of the hypodermal specific *dpy-7* promoter. Depicted is the posterior of the animal. Bottom: Expression pattern of SET-2::GFP under the control of the PVQ promoter *sra-6*. The posterior extremity of the animal is outlined with white-dotted line. Strong fluorescence in the left of the picture is autofluorescence from the gut. Scale bars: 50  $\mu$ m.

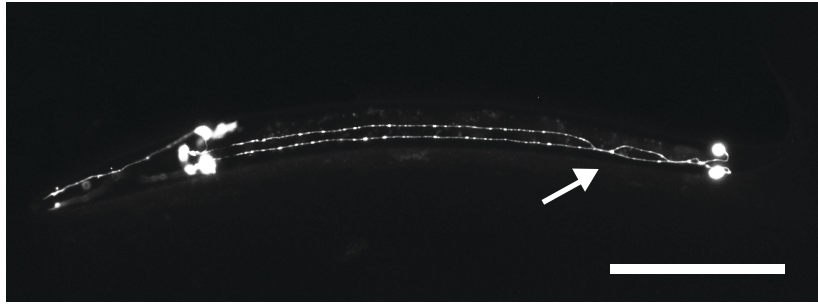

**Figure S2: Axon guidance defect in *set-2(tm1630)* at L1 stage.** Representative image of a *set-2(tm1630)* L1 carrying the *oyls14* transgene. Arrow indicates an aberrant pattern of PVQ axon guidance in the posterior part of the animal. Scale bar: 50µm.

**A**

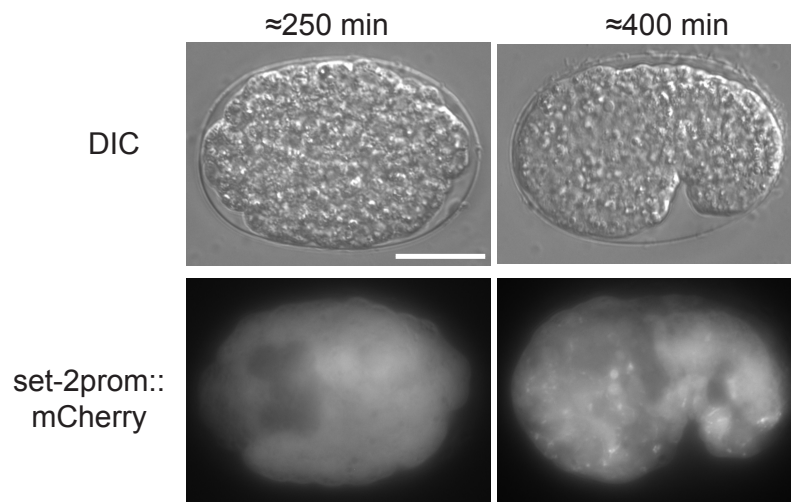

**B**

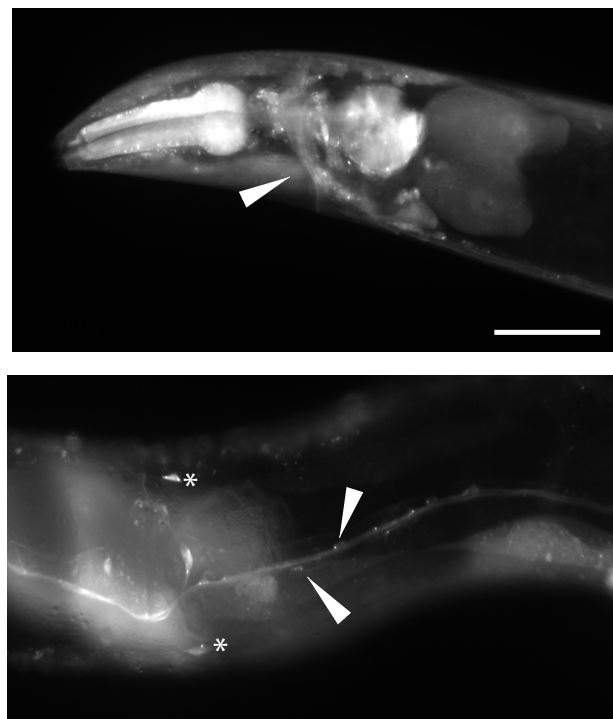

**Figure S3. *set-2* transgene expression. A.** Representative DIC (top) and fluorescence (bottom) images of a transgenic embryo expressing a *set-2* transcriptional construct (ZR1053). Ubiquitous expression of *set-2* during embryonic development is evident around the presumptive time of PVQ axon development. Scale bar 20  $\mu\text{m}$  **B.** Representative fluorescence images of one-day adult transgenic animals. Top: Lateral anterior view. *set-2* expression in the pharynx and in the nerve ring (arrowhead). Bottom: Ventral midbody view. *set-2* expression in neurons of the ventral nerve cord (arrowheads). HSNs are indicated by asterisks. Scale bar 30  $\mu\text{m}$ .

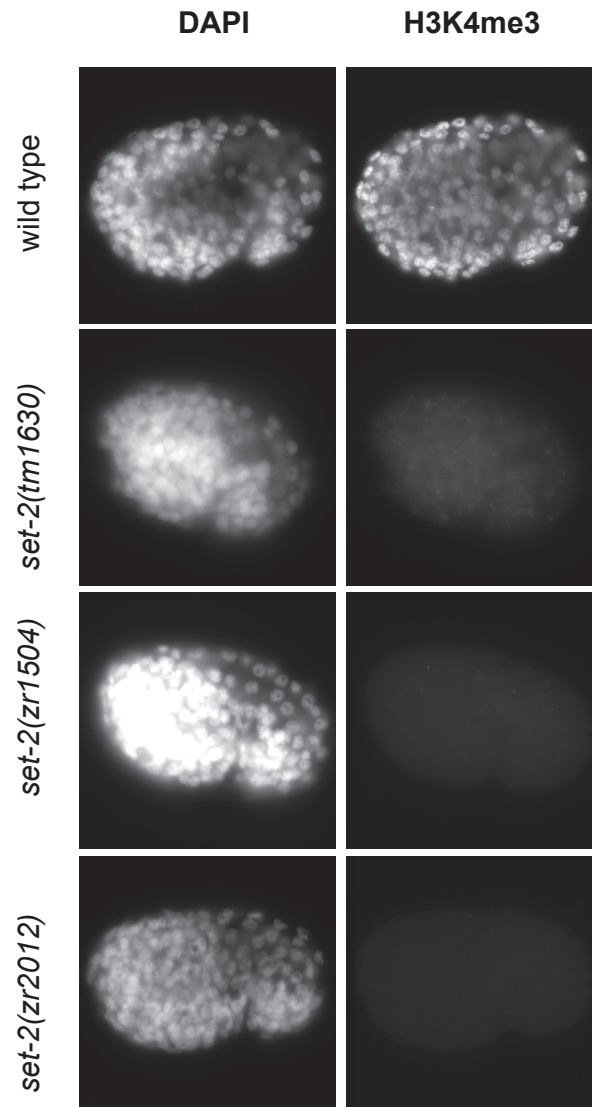

**Figure S4. H3K4 levels in *set-2* alleles.** Representative images of wild type, *set-2(tm1630)*, *set-2(zr2012)*, *set-2(zr1504)* embryos at comma stage, stained with H3K4me3 antibody. DNA was stained with DAPI.

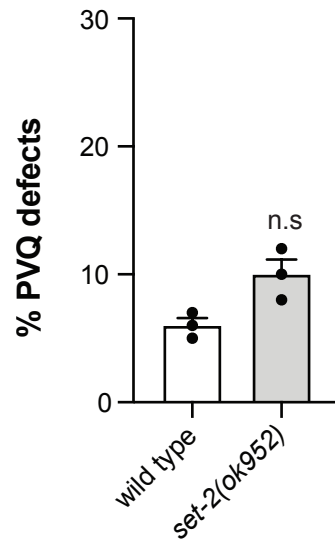

**Figure S5. PVQ defects in a weak allele of *set-2*.** Quantification of PVQ defects at L4 stage in wild type and *set-2(ok952)* mutants ( $n > 150$ ). Statistical analysis (Student's t-test), n.s, not significant compared to wild type. Black dots represent independent scorings. Error bars represent standard error of mean (SEM).

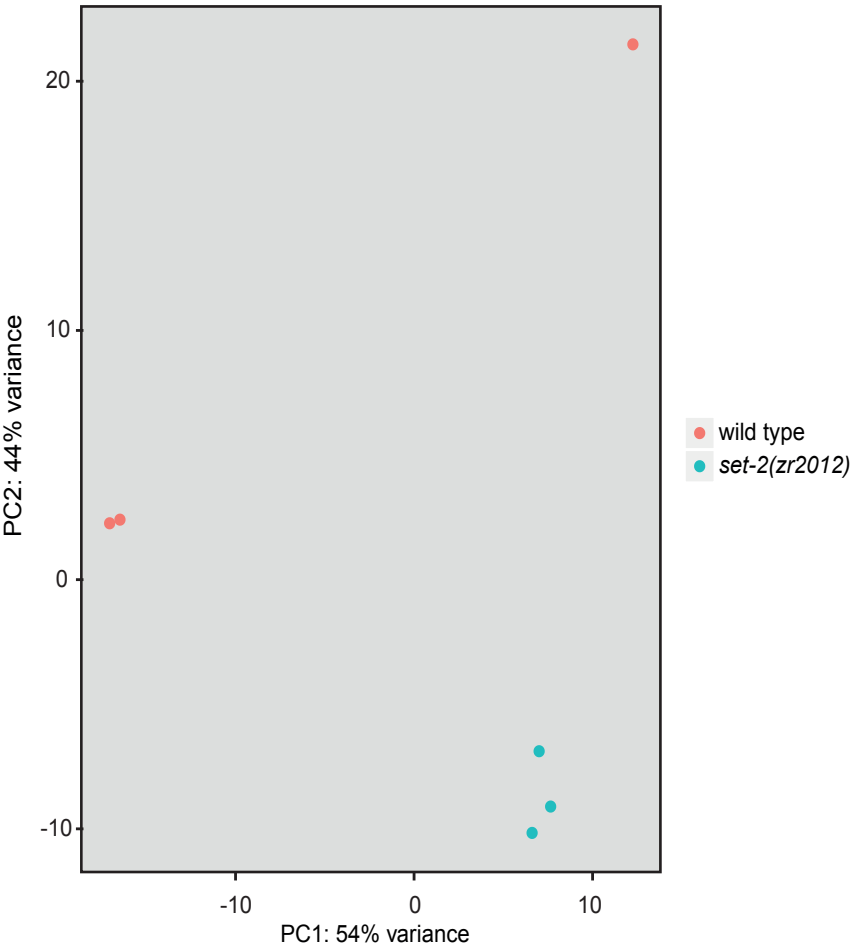

GO downregulated genes *set-2(zr2012)*

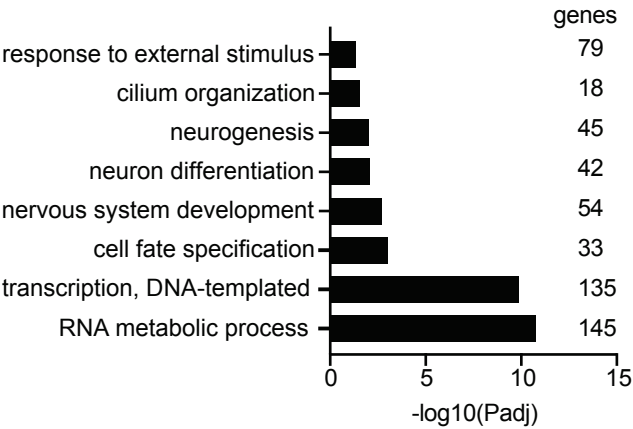

GO upregulated genes *set-2(zr2012)*

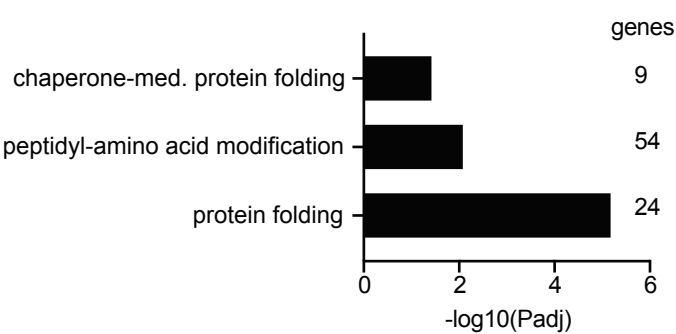

**Figure S6. *set-2(zr2012)* analyses.**

**A.** Principal component analysis (PCA) plot of wild-type and *set-2(zr2012)* mid-embryos. 

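The variance-stabilized counts of the 500 most variable genes of the experiment with *set-2(zr2012)* gave 60.0% of the variance on the first principal component and 38.1% on the second. Wild-type replicates 1 and 2 lay at -26.7 and -26.3 on the first component, and the libraries labelled *set-2(zr2012)* at 14.6, 17.0 and 15.7. Wild-type replicate 3 lay at 5.70 on the first component and at -33.6 on the second, where the other 5 libraries lay between 3.79 and 10.7. Without wild-type replicate 3, the first component held 97.9% of the variance.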

Each dot represents one sample and each colour a genotype. **B.** Gene ontology analysis of biological processes of down- (left) and up- (right) regulated genes in *set-2(zr2012)* allele by g-Profiler, using adjusted P-values (Bonferroni correction). 

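Among the genes upregulated in the libraries labelled *set-2(zr2012)*, chaperone and protein folding genes were over-represented, with 22 of the 59 tested upregulated and 1 downregulated (Fisher's exact test, adjusted p = 1.26e-11, and 2.86e-11 with the replicate number as a block). The 3 largest increases of this allele were those of *hsp-70*, *hsp-16.2* and *hsp-16.41*. *hsp-70* had 7.90 ± 2.43 (SD, n = 3) CPM in wild type and 2053 ± 225 in the mutant, a log2 fold change of 8.01 (standard error 0.29, adjusted p = 7.89e-04) in edgeR's quasi-likelihood test. *hsp-16.2* had a log2 fold change of 7.52 (standard error 0.86, adjusted p = 0.00885) and *hsp-16.41* a log2 fold change of 7.35 (standard error 0.83, adjusted p = 0.00863), and both are uncertain where the counting could split reads between near-identical members of the *hsp-16* family. With the block, the adjusted p was 0.00628 for *hsp-70* and 0.0418 for *hsp-16.2* and *hsp-16.41*. Left-out mutant replicates took the adjusted p of *hsp-16.2* above the threshold, up to 0.0687, and that of *hsp-16.41* up to 0.0684. Of 8 heat-inducible genes listed, these 3 were the ones past the count filter.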

Selected top scoring categories are presented together with the number of genes identified in each category.

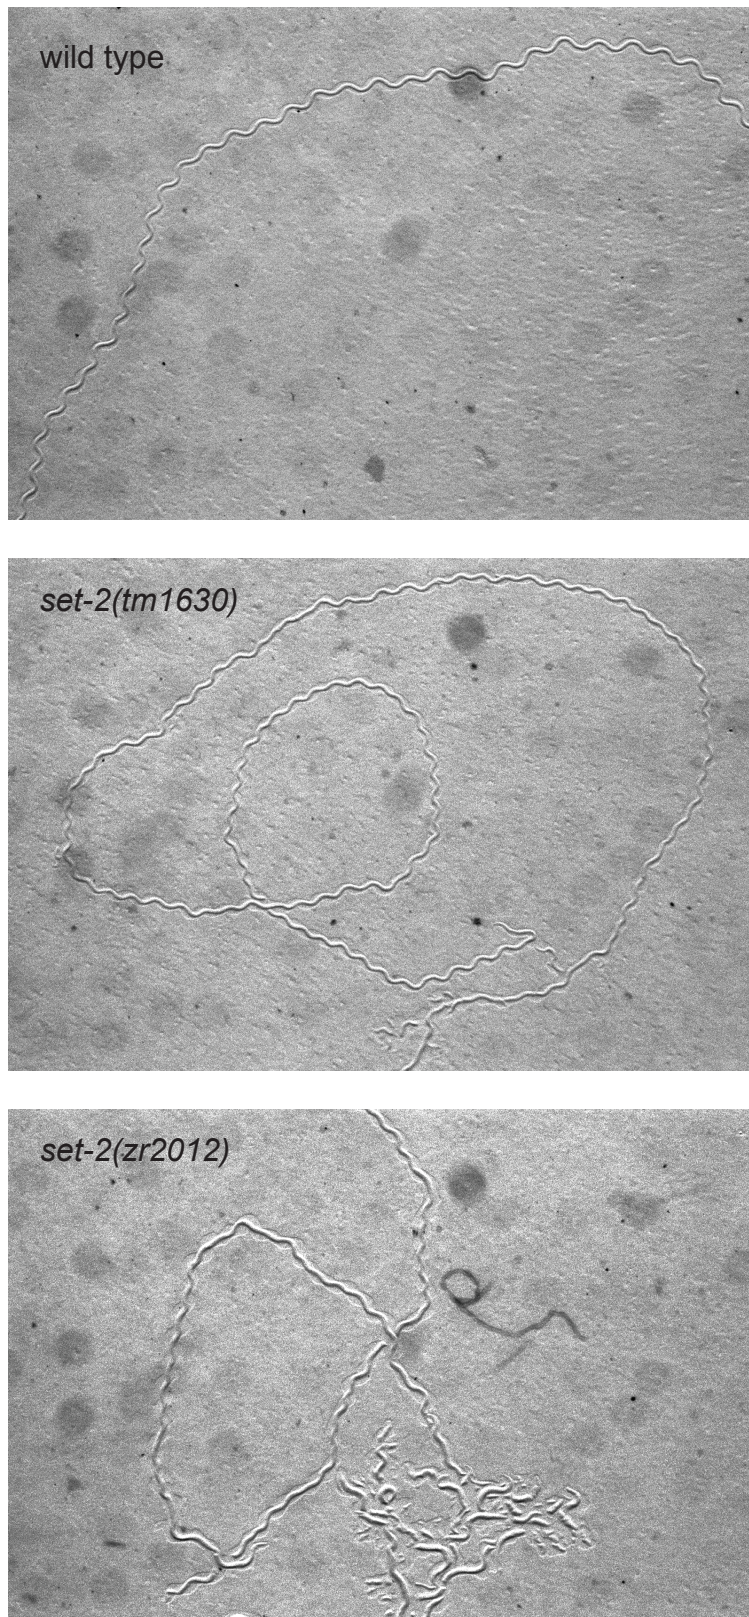

**Figure S7. Crawling pattern of *set-2* mutant animals.** Representative images of crawling tracks onto an uniform bacterial lawn left by wild type and indicated *set-2* mutant animals.

Table S1. Differentially expressed genes in *set-2* alleles

[Click here to Download Table S1](#)

Table S2. List of strains used in this study

[Click here to Download Table S2](#)

How the deposited data were processed for this re-analysis (not part of the article)

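RNA-seq counts of 12 mid-embryo libraries were used, 3 each of wild type and *set-2(tm1630)* from the first experiment and of wild type and *set-2(zr2012)* from the second. The authors aligned the reads to WS220 and deposited the number of reads counted on each gene as integer counts, without normalization. The paper's text names neither the aligner nor the program that counted, nor whether strand was used, so genes that share sequence or overlap are reported as uncertain where they are named. Libraries held between 14651380 and 53080992 counts. At a floor of 3 counts the smallest library can show less of a weakly expressed gene than the largest, and reads without molecular identifiers are not independent molecules. Replicate 3 of *set-2(tm1630)* was assigned by its title.

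Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each allele was compared with the wild type of its own experiment, 3 libraries against 3. Genes with at least 10 counts in at least 3 of the 6 libraries were kept, TMM factors were computed, and edgeR's quasi-likelihood test was run without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05 (two-sided). Log2 fold changes and standard errors came from the same fits. PCA used the 500 most variable genes after DESeq2's variance stabilizing transformation. The difference between the changes of the alleles was tested as an interaction over all 12 libraries, and the wild-type groups were compared with each other. Overlaps were tested with a one-sided exact hypergeometric test on the genes tested for both alleles. The exact permutation test of 1 gene, 3 libraries against 3, cannot give a two-sided p below 0.1.

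GO annotation was not used here. 15 lists of genes of known function were written in its place, and each was tested with a one-sided Fisher's exact test among the upregulated and among the downregulated genes, adjusted over lists and directions. The direction of a list is the sign of its median log2 fold change. That choice was made after a first labelling by the smaller p had been seen, and only the comparison of settings uses it. Genes are named by a rule. They are the genes the paper names and, for each allele, the 3 upregulated and 3 downregulated genes with the largest log2 fold change among those past the threshold, with at least 100 counts per library on average and with all mutant libraries on one side of all wild-type ones. Gene lists, the tests of DE genes, of overlaps and of each list in each allele, the naming rule and the alternatives were chosen before the data were examined. The lists pooled together, the lists among genes downregulated in both alleles and some tests of other explanations were chosen after results had been seen.

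The alternatives were DESeq2's size factors in edgeR, the DESeq2 Wald test, no count filter, a filter of at least 10 counts in every library, the replicate number as a block, all 12 libraries in 1 fit, limma's camera test for the lists with an inter-gene correlation of 0.01, other genes or log2 CPM for the PCA, and each replicate left out in turn. The replicate numbers are those in the sample titles, and the paper states that wild-type and mutant samples were prepared in parallel. A count within 1.5 times the one reported is called the same. A median is called the same within 1 SD of the medians of the 3 mutant libraries, and the share of variance on the first component within 1 SD of its values with a replicate left out, since no replicates of that share exist.

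The test was run on simulated counts with known changes. For the design of *set-2(tm1630)*, 15979 genes were tested, and 191 of them had been changed. The test made 67 calls, 4 of them false. It recovered 33.0% of the changed genes, 77.4% of those changed 8-fold and 0% of those changed 2-fold. For that of *set-2(zr2012)*, with 198 changed genes, 149 calls with 14 false recovered 68.2%, 98.5% and 25.8%. Far fewer genes were changed here than were DE in the data (4961 and 1765). The adjustment depends on that share, so these recoveries do not carry over to the data. No call had the wrong sign. The phenotypes, the genetics and the chromatin data of the paper were not analysed here.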

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

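The comparison of the wild-type libraries of the second experiment with the change in *set-2(tm1630)*, that of early with late and of neuronal with other late genes in each library, and that of heat-inducible with chaperonin genes were chosen only after the results were seen; the other tests were not.

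Genes outside those the paper discusses changed in *set-2(tm1630)*. Of 42 muscle genes, 23 were downregulated (median log2 fold change -1.18, Fisher's exact test, adjusted p = 2.60e-08, with the replicate block 0.184). Of 155 epidermis and cuticle genes, 59 were downregulated and 12 upregulated (median -1.296, adjusted p = 9.10e-11, with the block 3.17e-11). Of 52 early embryo genes, 33 were upregulated and 1 downregulated (median 2.37, adjusted p = 3.16e-15, with the block 4.95e-13). The median of each list moved in this direction in 3 of 3 mutant libraries against every wild-type library of the experiment.

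Embryos of different age in the mutant and wild-type samples are a candidate explanation. Of the 4 lists used to test this, 3 were over-represented in the direction that younger embryos would give (muscle, epidermis and cuticle, and early embryo, but not intestine). The neuronal, DNA replication, cell cycle and germ line lists were not counted. They are the pattern to be explained, and age could move them as well. The intestine list also moved down (median log2 fold change -0.87), and every mutant library lay below every wild-type library of the experiment. It passed with limma's camera test (adjusted p = 0.00157), no count filter (0.00731) and all 12 libraries in one fit (3.00e-04). It did not under the other settings, the replicate block included. The muscle list lost its call in 4 of the 6 fits with a replicate left out. The early minus the late lists stood at 1.96 ± 0.14 (SD, n = 3) in *set-2(tm1630)* and at -0.89 ± 0.68 in wild type (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Wild-type libraries varied along the same genes, since the deviation of wild-type replicate 3 of the second experiment correlated with the change in *set-2(tm1630)* at 0.439 across 16332 genes, and those of replicates 1 and 2 at -0.409 and -0.391, which centring forces in part to oppose it. Neuronal minus other late lists was lower in 3 of 3 *set-2(tm1630)* libraries (-0.15 ± 0.04) than in wild type (0.16 ± 0.21), so every mutant library lay below every wild-type library, the most extreme outcome of an exact test of 3 against 3 (two-sided p = 0.1, its smallest). That test had no way to pass the threshold. In *set-2(zr2012)*, early minus late lists did not stand apart (-0.86 ± 0.19 against -0.42 ± 0.97 in wild type, exact permutation p = 0.8), while neuronal minus other late lists again lay lower in 3 of 3 mutant libraries (-0.18 ± 0.03 against 0.10 ± 0.03, exact permutation p = 0.1). For *set-2(tm1630)*, younger embryos at collection and slower development of the mutant cannot be told apart in these data.

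Different sequencing depth does not account for the change in *set-2(tm1630)*. After all libraries were thinned to 14651380 counts, 4680 genes were DE against 4961 at full depth, with 4441 in common. Contamination and batches were not tested. Among the splits of the 6 libraries that part every same-numbered pair, 1 of 4 gave as many DE genes, the real one, 1 of 4 as many over-represented lists (11 lists), and 1 of 4 medians as large for upregulated and 1 of 4 for downregulated genes. The 6 other splits keep a same-numbered pair together, and they gave 0 genes too. At an unadjusted p under 0.05, the splits other than the real one gave 127 to 1420 genes. 4 splits cannot give a share under 0.05 whatever the data, and a split with no DE genes has no median to compare.

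The change differed between the alleles for 4198 of 17903 genes in a test of the difference itself, 2104 higher and 2094 lower in *set-2(tm1630)*, and for 1858 with the replicate block. Different sequencing depth was not the reason, with 3915 genes after thinning and 3659 in common. Of 32 regroupings, 3 gave as many genes, the real one included. The other 2 (5673 and 5970 genes) kept the real *set-2(tm1630)* groups and regrouped or swapped the libraries of the second experiment, so they hold the change in *set-2(tm1630)*. All 8 regroupings with the real *set-2(tm1630)* groups gave 2100 to 5970 genes, however the second experiment was grouped. The 4198 genes thus cannot be separated from the change in *set-2(tm1630)* alone. The 24 regroupings that broke the *set-2(tm1630)* groups gave 0 genes, with 193 to 3013 at an unadjusted p under 0.05. The experiments were collected separately, and the difference may lie in the alleles, in the age of the embryos or in the experiments. A chance division of the libraries of the second experiment was not excluded either.

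The wild-type groups of the experiments, a comparison the paper does not report, differed at 4 of 16562 genes, with 2321 at an unadjusted p under 0.05. The 4 genes, named after their values were seen, were *gst-4*, *gst-12*, *gst-19* and R08E5.3, lower in the second experiment by log2 fold changes of -4.002, -3.76, -6.40 and -4.80 (adjusted p = 0.0221, 0.0465, 0.0221 and 0.0175), with every library of the second experiment below every library of the first. Of the splits that part every same-numbered pair, 1 of 4 gave as many, but replicate numbers pair nothing across the experiments. All 9 other splits gave 0 genes, with 124 to 3960 at an unadjusted p under 0.05, so 1 of them exceeded the real groups on that count. The 4 genes were also downregulated in *set-2(tm1630)* (log2 fold changes of -1.61 for *gst-4*, -2.68 for *gst-12*, -1.99 for *gst-19* and -3.62 for R08E5.3). *gst* genes belong to a multigene family, and their counts are uncertain where reads were shared. No explanation was tested.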

How the results depend on the processing

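The rule for the direction of a gene list was chosen after a first labelling had been seen, and the tests in this part were not. Across all alternatives, the lists of DNA replication, DNA repair, germ line and oogenesis, cell cycle, epidermis and cuticle, and early embryo genes of *set-2(tm1630)* and of chaperone genes of *set-2(zr2012)* kept their direction and their side of the threshold. With 1 replicate left out, the adjusted p of these lists ranged from 7.50e-23 to 5.49e-12, 7.56e-12 to 0.0363, 3.37e-24 to 2.98e-18, 7.89e-31 to 4.51e-04, 6.08e-14 to 0.0117, 1.53e-16 to 1.27e-08 and 4.83e-13 to 5.64e-06. For the results that changed, the cause was not tested.

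With all 12 libraries in one fit, *set-2(tm1630)* had 8124 DE genes against 4961, 4648 of them downregulated, with medians of 1.77 and -1.63, and *set-2(zr2012)* had 248 against 1765, 177 up and 71 down. The alleles shared 149 DE genes (exact hypergeometric p = 2.01e-06) and 20 downregulated ones (536 and 222 as reported), the latter no longer more than by chance (p = 0.379, against 5.25e-18). For *set-2(tm1630)*, neuropeptide, chaperone and intestine lists passed at an adjusted p of 1.82e-06, 0.00561 and 3.00e-04, and for *set-2(zr2012)* the cilium list was at 1.

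With the replicate block, 1446 genes were downregulated and 2024 upregulated in *set-2(tm1630)*, 58.3% upregulated against 47.4%, with medians of 2.58 and -2.02. For *set-2(zr2012)*, 40 genes were DE, 40 up and 0 down, with 3711 at an unadjusted p under 0.05. The alleles shared 17 DE genes and 0 downregulated ones, and 1858 genes differed between them against 4198. The muscle list of *set-2(tm1630)* was at an adjusted p of 0.184, the cilium and ribosomal lists of *set-2(zr2012)* were at 1, the latter in the other direction, and *plx-2* of *set-2(zr2012)*, which was not DE, changed sign with a log2 fold change of 0.00185 (adjusted p = 0.996).

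The DESeq2 Wald test gave 2887 DE genes for *set-2(zr2012)*, 1473 of them downregulated, 1045 shared and 456 downregulated in both alleles, and 622 genes between the wild-type groups against 4. For *set-2(tm1630)* it put neuropeptides at an adjusted p of 4.54e-08 and chaperones at 0.0381. The ribosomal list of *set-2(zr2012)* was at 1 in the other direction. No count filter gave a median of 2.39 for upregulated genes, 248 genes between the wild-type groups, adjusted p-values of 3.02e-12 for neuropeptides and 0.00731 for intestine in *set-2(tm1630)*, 0.0266 for axon guidance and 0.0266 for intestine in *set-2(zr2012)*, and a log2 fold change of -0.084 for *rbr-2* in *set-2(tm1630)* (adjusted p = 0.909), opposite in sign to the one reported. At least 10 counts in every library gave a median of 1.78, and for *set-2(zr2012)* the ribosomal list at an adjusted p of 1 in the other direction, and log2 fold changes of 0.015 for *plx-2* and 0.016 for *sax-3*, which changed sign and were not DE (adjusted p = 0.952 and 0.938). DESeq2's size factors put the ribosomal list of *set-2(zr2012)* at an adjusted p of 1 in the other direction, and *sax-3* changed sign with a log2 fold change of 7.40e-04 (adjusted p = 0.997).

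limma camera gave adjusted p-values, for *set-2(tm1630)*, of neuropeptides 1.70e-05, chaperones 0.00364, ribosomal proteins 0.0301 and intestine 0.00157, and for *set-2(zr2012)* neuropeptides 0.0302 and early embryo 0.0138. Germ line (0.903), ribosomal (0.991) and epidermis (0.728) lists of *set-2(zr2012)* lay in the other direction. With all genes past the filter, the first component held 68.9% for *set-2(tm1630)*.

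With 1 replicate left out, *set-2(tm1630)* had 747 to 7857 DE genes, 607 to 3703 up and 140 to 4154 down, and *set-2(zr2012)* 29 to 10468, 29 to 5082 up and 0 to 5386 down. The medians ran from 1.99 to 3.02 and from -2.73 to -1.66. Shared DE genes ran from 15 to 3090, those down in both from 0 to 1429, those differing between the alleles from 2357 to 7293 and those between the wild-type groups from 0 to 7. The first component held 81.7 to 91.1% for *set-2(tm1630)* and 55.9 to 97.9% for *set-2(zr2012)*. The fits without wild-type replicate 3 of the second experiment gave the highest counts for *set-2(zr2012)*.

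Left-out replicates took the lists of *set-2(tm1630)* over these ranges of adjusted p: synaptic transmission 4.34e-17 to 0.572, axon guidance 1.62e-14 to 1, cilium 8.76e-20 to 1, neuropeptides 3.74e-07 to 1, splicing 8.50e-17 to 0.323, chaperones 0.0119 to 1, ribosomal 1 to 1, muscle 3.81e-09 to 1, intestine 7.67e-04 to 1. Those of *set-2(zr2012)* ran over synaptic transmission 5.03e-06 to 1, axon guidance 0.339 to 1, cilium 3.69e-06 to 1, neuropeptides 3.43e-19 to 1, DNA replication 3.40e-05 to 1, repair 0.714 to 1, germ line 1.70e-04 to 1, cell cycle 3.29e-08 to 1, splicing 1.41e-10 to 1, ribosomal 1 to 1, muscle 0.00716 to 1, epidermis 1.20e-04 to 1, early embryo 1 to 1. Without wild-type replicate 3 of the second experiment, the DNA replication, repair, germ line, cell cycle, axon guidance, ribosomal and early embryo lists of *set-2(zr2012)* lay in the direction opposite to the one reported, so the lowest values of the DNA replication, repair, germ line and cell cycle lists are for upregulated genes. The ribosomal list also changed direction without replicate 1 or 3 of *set-2(zr2012)* and, for *set-2(tm1630)*, without wild-type replicate 1, at an adjusted p of 1.

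Single genes with a sign that changed when a replicate was left out had log2 fold changes of -0.23 to 0.50 for *rbr-2* in *set-2(tm1630)* and, in *set-2(zr2012)*, of -0.14 to 0.26 for *set-2*, -0.11 to 0.17 for *plx-2*, -0.14 to 0.17 for *sdn-1*, -0.092 to 0.13 for *sax-3*, -0.031 to 0.23 for *cdc-42*, -0.25 to 0.27 for *wdr-5.1*, -0.023 to 0.19 for *ash-2*. Of the named genes under other settings, 7 values became stronger, 13 weaker, 5 reversed and 246 stayed the same, and with a replicate left out 15 became stronger, 49 weaker, 16 reversed and 190 stayed the same. Replicate 2 of *set-2(tm1630)* had the lowest depth, which limits genes with few counted reads such as *wsp-1*, with 45 reads there, and *set-2*, with 12. Whether so few reads reflect weak expression of these genes was not tested.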

Differences from the paper's values

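None of the tests in this part was chosen after the results were seen.

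For *set-2(zr2012)*, 1765 genes were DE, against the paper's 3053. The paper called its DE genes with DESeq2, and the fit reported here used edgeR. Of the alternatives set before the data were examined, only the DESeq2 Wald test (2887) came within 1.5-fold of the paper's value. DESeq2's size factors in edgeR (1741), no count filter (1283), at least 10 counts in every library (1568), the replicate block (40), all 12 libraries in one fit (248) and the fits with 1 replicate left out (29 to 10468) did not.

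The median log2 fold change of genes upregulated in *set-2(tm1630)* was 2.12, against the paper's 2.27 ± 0.018 (SEM). The paper names its value a median and also labels it a mean, and the mean here was 2.48. None of the alternatives set before the data were examined came within 0.0669 of 2.27, the SD of the medians of the 3 mutant libraries. That SD leaves out the spread of the wild type. The median was 2.11 for DESeq2's size factors, 2.16 for the DESeq2 Wald test and 2.39 for no count filter. It was 1.78 for at least 10 counts in every library, 2.58 for the replicate block and 1.77 for all 12 libraries in one fit. With 1 replicate left out it ran from 1.99 to 3.02, a range that holds 2.27.

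The paper states that the guidance genes of its genetic tests, apart from *sax-3*, were downregulated in *set-2(tm1630)*. *sdn-1* did not pass the threshold (log2 fold change -0.98, adjusted p = 0.0548), though it did with all 12 libraries in one fit (0.00780), without wild-type replicate 1 (0.0433) and without wild-type replicate 3 (0.0133). *sax-3* passed with all 12 libraries in one fit (0.0290) and without wild-type replicate 1 (0.0140). The paper states that neuronal categories were enriched among genes downregulated in *set-2(zr2012)*. The lists of synaptic transmission and neuropeptide genes were not over-represented there (adjusted p = 1 for each) and axon guidance genes were short of the threshold (0.0945), while cilium assembly genes passed (0.00641). These lists are not the GO categories of the paper. They were tested among genes called by edgeR, where the paper used DESeq2, so the comparison is not like for like. Without wild-type replicate 3, synaptic transmission (5.03e-06) and neuropeptide (3.43e-19) genes passed, with limma camera neuropeptides did (0.0302), and with no count filter axon guidance did (0.0266).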

Other observations

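The comparison of heat-inducible with chaperonin genes was chosen only after the result was seen; the splits were not.

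In *set-2(zr2012)*, heat-inducible genes rose by a median log2 fold change of 7.52 and the subunits of the constitutive chaperonin by 0.86, a difference of 6.66. A heat shock or other stress during culture or collection may explain it, but only 3 of 8 heat-inducible genes could be tested, and these were the ones already seen, so the test could not come out otherwise. In *set-2(tm1630)* the medians were 4.40 and 0.56. The change differed between the alleles for *hsp-70* (interaction, adjusted p = 0.00184) and was not shown to differ for *hsp-16.2* (0.0604) or *hsp-16.41* (0.137). All 3 are higher in 3 of 3 mutant libraries of each allele, *hsp-16* genes share reads, and a mutant effect and a stress of the mutant cultures cannot be told apart.

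For *set-2(zr2012)*, 1 of 4 splits that part every same-numbered pair gave as many DE genes, and 1 of 4 as many over-represented lists (2 lists). For the overlap of the alleles, 1 of 16 gave as many shared DE genes and 1 of 16 as many genes downregulated in both. The other splits of the 6 libraries gave 0 DE genes, with 13 to 2976 at an unadjusted p under 0.05, and splits this few cannot give a share under 0.05. With a *set-2(tm1630)* replicate left out, 57, 79 and 80 DE genes were shared (exact hypergeometric p = 0.988, 0.952 and 0.892). Of the 9 fits without another library, 8 kept an exact hypergeometric p between 1.90e-05 and 0.0150, and the one without replicate 1 of *set-2(zr2012)* had 0.0534. The genes are correlated across libraries, so these p-values describe overlap and not replication.

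*wsp-1* was not DE in *set-2(zr2012)* (log2 fold change -0.41, adjusted p = 0.258), and its change was not shown to differ between the alleles (interaction, adjusted p = 0.0798). For *vab-1*, *plx-2* and *unc-5* the change did differ (0.0399, 0.0298 and 0.0162), and for *sdn-1* and *sax-3* it was not shown to (0.0744 and 0.150). *wve-1* and *nck-1* were listed at 0 in all 12 libraries and *unc-34* at 0 to 11. In *set-2(tm1630)*, the log2 fold changes were 1.04 for *wdr-5.1* (adjusted p = 0.0254, with the block 0.0994), 1.21 for *ash-2* (0.0496, with the block 0.0760) and 0.91 for *rbbp-5* (0.0405, with the block 0.127). They were 0.43 for *cdc-42* (0.299), -0.87 for *set-16* (0.264), 0.64 for *set-17* (0.0854), -0.47 for *set-30* (0.233), 0.84 for *spr-5* (0.119), 0.02 for *rbr-2* (0.971) and 0.68 for *jmjd-1.2* (0.335).

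Of 1136 genes in the lists, 131 (11.5%) were listed at 0 in all 12 libraries, including 6 of 74 ribosomal protein genes. The cause was not tested. The count of *set-2* was higher, not lower, in the libraries labelled *set-2(tm1630)*, with a log2 fold change of 2.48 (adjusted p = 0.0589, edgeR's quasi-likelihood test). It therefore does not check the labels of that deletion allele. In *set-2(zr2012)* the log2 fold change was 0.04, and the substitution need not change the amount of the transcript. A mislabelled sample was not tested otherwise.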
